# Failure of diet-induced transcriptional adaptations in alpha-synuclein transgenic mice

**DOI:** 10.1093/hmg/ddac205

**Published:** 2022-08-24

**Authors:** Alexander Kilzheimer, Thomas Hentrich, Carola Rotermund, Philipp J Kahle, Julia M Schulze-Hentrich

## Abstract

Nutritional influences have been discussed as potential modulators of Parkinson’s disease (PD) pathology through various epidemiological and physiological studies. In animal models, a high-fat diet (HFD) with greater intake of lipid-derived calories leads to accelerated disease onset and progression. The underlying molecular mechanisms of HFD-induced aggravated pathology, however, remain largely unclear. In this study, we aimed to further illuminate the effects of a fat-enriched diet in PD by examining the brainstem and hippocampal transcriptome of alpha-synuclein transgenic mice exposed to a life-long HFD. Investigating individual transcript isoforms, differential gene expression and co-expression clusters, we observed that transcriptional differences between wild-type (WT) and transgenic animals intensified in both regions under HFD. Both brainstem and hippocampus displayed strikingly similar transcriptomic perturbation patterns. Interestingly, expression differences resulted mainly from responses in WT animals to HFD, while these genes remained largely unchanged or were even slightly oppositely regulated by diet in transgenic animals. Genes and co-expressed gene groups exhibiting this dysregulation were linked to metabolic and mitochondrial pathways. Our findings propose the failure of metabolic adaptions as the potential explanation for accelerated disease unfolding under exposure to HFD. From the identified clusters of co-expressed genes, several candidates lend themselves to further functional investigations.

## Introduction

Parkinson’s disease (PD) is a complex neurodegenerative disease with the demise of dopaminergic neurons in the *substantia nigra* leading to dopamine depletion, which, in turn, causes the characteristic clinical phenotype with progressive motility impairment with resting tremor and postural instability (1). While rare familial forms of the disease exist, the preponderance of PD cases occurs seemingly sporadic. Familial as well as sporadic forms share misfolded amyloid fibrils of alpha-synuclein (αSYN) that are accumulated in Lewy bodies, the pathological hallmark of the disease (2).

For αSYN, encoded by the *SNCA* locus, rare point mutations (3–7) and genomic multiplications have been identified in familial cases (8). In addition, several single nucleotide polymorphisms in *SNCA* have been associated with sporadic cases in genome-wide association as well as candidate gene studies (9–15).

Besides genetic contributions and age as key risk factor, an array of environmental factors and lifestyle choices seem to modulate the risk for PD (16). Diet is one of these factors that may—positively and negatively—impact the onset and progression of the disease (17). In humans, epidemiological studies suggest a higher risk for PD among individuals with greater intake of total animal fat (18–21), whereas other studies find no significant associations (19,22–24). These controversial results are also addressed in a recent meta-analysis that suggests high total energy intake rather than total fat intake being relevant for an increased risk of PD (25).

In animal models, the commonly used high-energy diets are so-called HFDs (26) with lipid-derived calories from saturated fat (lard), more unsaturated fat as well as increased levels of sucrose. It is important to note that an HFD is known to induce insulin resistance and to mimic diabetes mellitus type 2 in animal models, which, in humans, is associated with a more aggressive PD phenotype (27–29). Studies in toxin-induced PD models show HFD to exacerbate PD progression by exhibiting increased dopamine depletion in the *substantia nigra*, striatum and nigrostriatal pathway and an aggravation of vascular pathology (30–33). Furthermore, in a genetic mouse model expressing the human mutant h[A30P]αSYN (34), long-term HFD accelerates the onset of the locomotor phenotype, accompanied by earlier alpha-synucleinopathy and astrogliosis (35).

While several hypotheses have been proposed as to how HFD and/or diabetic conditions aggravate PD pathology, including increased oxidative stress, mitochondrial dysfunction and neuroinflammation (reviewed in (36)), the molecular and cellular mechanisms underlying these effects remain to be elucidated. To better understand associated pathways, we here investigated the brainstem and hippocampal transcriptome of αSYN transgenic mice (TG) exposed to a life-long HFD.

## Results

### HFD-dependent differential expression in brainstem and hippocampus

Analogous to the experimental paradigm used in our previous study (35), h[A30P]αSYN (TG) as well as wild-type (WT) mice were fed either a standard chow diet (SD, 3.8% total fat, 3.1 kcal/g) or an HFD (22.8% total fat, 4.6 kcal/g) from weaning till 12 months of age (Fig. 1A). As in our previous study, at 12 months of age, mice on HFD weighed about 50 g (48 – 61 g) in contrast to 35 g (33 – 41 g) on a standard diet (SD). For both diets, there was no difference in weight between TG and WT mice. Afterwards, RNA from brainstem and hippocampus was collected from six animals per group and subjected to RNA-sequencing (RNA-seq). 

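The data comprised 47 libraries from male mice, 24 of hippocampus with 6 mice in each of the groups WT_SD_, WT_HFD_, TG_SD_ and TG_HFD_, and 23 of brainstem with 5 mice in WT_SD_ and 6 in each other group. The authors aligned the reads to a reference genome and deposited the number of reads counted on each gene in each library, without normalization. Total counts per library ranged from 10020784 to 15078812 in brainstem, with medians of 14164225 in WT_SD_, 12372116.5 in WT_HFD_, 11330140 in TG_SD_ and 12488881.5 in TG_HFD_. In hippocampus they ranged from 11945971 to 17328447, with medians of 13971954.5, 13004554, 14539996.5 and 16261526.5 in the same order of groups. Here, each region was fitted with edgeR's quasi-likelihood test after TMM normalization, with the 4 groups in a single model. Surrogate variables were estimated with sva and added to the model as covariates. The paper's text names sva but gives no number of surrogate variables, so the number was set by the permutation method of that package, which returned 4 in each region. The groups accounted for up to 0.285 of the variance of a surrogate variable in brainstem and up to 0.289 in hippocampus (R2). Such a covariate can take up part of a real difference between groups, and whether it did was not tested. A gene was called a DEG at a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 0.3, the paper's thresholds. Single values and means over gene lists were compared with two-sided exact permutation tests, or with 100000 permutations where both groups held 10 or more libraries. With 6 libraries against 6, the smallest p that an exact test can give is 0.00216.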

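Principal components were computed on log2 CPM (counts scaled to the library totals) of the 500 most variable tested genes of each region. The first component held 29.1% of the variance in brainstem and 37.2% in hippocampus. On this component, TG libraries lay lower than WT libraries by a mean of −12.6 in brainstem (12 TG and 11 WT libraries) and −13.9 in hippocampus (12 and 12). The two-sided permutation p was 1e-05 in both regions, the smallest that 100000 permutations can give. All 12 TG libraries of hippocampus and 10 of the 12 of brainstem lay beyond every WT library. Without 2 DEGs, a choice made after seeing the data, the difference fell to −3.95 (permutation p = 0.21) in brainstem and −5.73 (permutation p = 0.00193) in hippocampus. Within groups, the library farthest from its neighbour on the first component was TG_HFD_ replicate 3 of brainstem, whose gap was 0.619 of the range of its group, below Dixon's critical value for 6 samples.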

After alignment and stringent quality control, the principal component analysis showed no outliers in any of the experimental groups (Supplementary Material, Fig. S1). We further computationally estimated the cell-type composition across samples in order to assess such confounding effects underlying differential expression. 

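Cell composition was examined with lists of marker genes for 10 cell types, written down beforehand, in place of the single-cell reference that the paper used. For each list, the mean log2 CPM per library was compared along the 4 primary contrasts in both regions, which gave 80 tests. After Benjamini-Hochberg adjustment, 0 of the 80 two-sided exact permutation tests had a p of at most 0.05, and 4 did before adjustment. The lowest adjusted p was 0.173, and the largest absolute difference was 0.991 on the log2 scale. The smallest p that a test can give, 0.00216, does not pass the adjustment in a single test of 80, so 0 tests passing does not show that the composition was unchanged. Picked after their values were seen, ependymal markers of hippocampus were lower on HFD in both genotypes. Their means were 1.439 ± 0.232 on SD and 1.009 ± 0.207 on HFD in WT, and 1.332 ± 0.179 and 1.035 ± 0.245 in TG. In brainstem they were higher on HFD in WT (1.603 and 1.913) and lower in TG (1.927 and 1.568). Without TMM factors, 0 tests passed after adjustment and 7 before it, and the sign changed in 5. The markers of choroid plexus varied strongly between single libraries: *Ttr*, its most abundant marker, ranged from 6.68 to 2870 CPM in brainstem and from 12.6 to 271 CPM in hippocampus.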

Cell type-specific expression profiles based on single-cell reference data (37,38), however, suggested great homogeneity and showed no significant compositional shifts between samples or groups (Supplementary Material, Figs S2 and S3).

**Figure 1:**
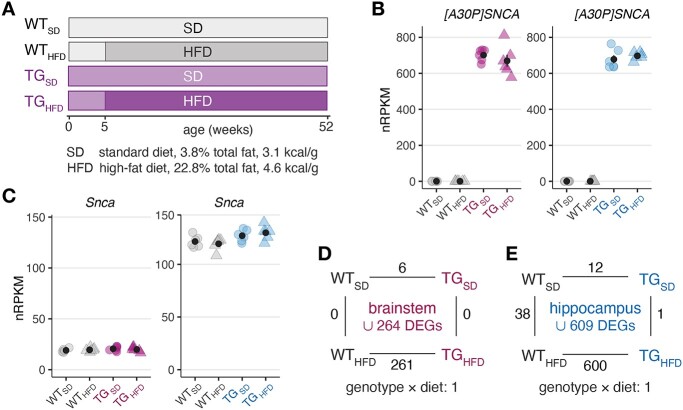
Diet-dependent gene expression changes in brainstem and hippocampus of WT and TG mice. (**A**) Schematic diagram showing the experimental design and groups of WT and TG mice fed either an SD or a HFD from weaning till 12 months of age. From six animals per group, RNA was isolated from hippocampus and brainstem and subjected to RNA-sequencing. (**B**) Expression levels of human *SNCA* in nRPKM shown for brainstem (left) and hippocampus (right) as individual data points for each animal with the mean ± standard error of mean (SEM) per experimental group. (**C**) Expression levels of murine *Snca* for brainstem (left) and hippocampus (right) per animal as individual nRPKM data points with the mean ± SEM. (**D**) Number of DEGs for the main contrasts in brainstem between experimental groups in a 2 × 2 factorial design. Gene expression was modeled as a function of genotype, diet and their interaction. Union of DEGs indicated at the center. (**E**) Analogous to (D) with DEG counts for hippocampus.

After establishing this ground truth in the data, we examined in the first step the expression of endogenous and human *SNCA*. In TG mice, human *SNCA* showed a prominent and similar expression of about 700 normalized Reads Per Kilobase per Million (nRPKM) in both brain regions (Fig. 1C). Endogenous *Snca* expression remained largely unaffected by the transgene, but showed about 10-fold higher levels in hippocampus compared to brainstem (Fig. 1C). Hence, the relative overexpression was much stronger in brainstem, potentially contributing to the pronounced pathology observed in the region (34).

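In brainstem, edgeR's quasi-likelihood test with 4 surrogate variables called 19 DEGs for TG_SD_/WT_SD_ (16 higher, 3 lower) and 7 for TG_HFD_/WT_HFD_ (7 higher, 0 lower). The diet contrasts gave 0 DEGs in WT, with 723 genes at an unadjusted p of at most 0.05, and 1 in TG, with 922. The interaction of genotype and diet gave 1 DEG, with 643 genes at that unadjusted p, where 667 of the 13340 tested genes are expected by chance. In hippocampus, 13 DEGs were called for TG_SD_/WT_SD_ (8 higher, 5 lower) and 30 for TG_HFD_/WT_HFD_ (7 higher, 23 lower). Both diet contrasts and the interaction gave 0 DEGs, with 851 genes in WT, 940 in TG and 794 for the interaction at an unadjusted p of at most 0.05, against 664 expected by chance. The union over the 5 comparisons held 22 genes in brainstem and 36 in hippocampus. The median standard error of a log2 fold change for TG_HFD_/WT_HFD_ was 0.0829 in brainstem and 0.0818 in hippocampus. For TG_HFD_/WT_HFD_ in hippocampus, the alternative that moved the count most was the number of surrogate variables. There, edgeR called 515 DEGs with 0 surrogate variables, 614 with 1, 634 with 2 and 28 with 3. The fit with 3 was chosen after seeing the data. Of the 515 DEGs, 473 were lower in TG_HFD_. In brainstem, the same contrast gave 5, 5, 25 and 10 DEGs with 0, 1, 2 and 3 surrogate variables, and 87 with DESeq2 without surrogate variables, a fit chosen after seeing the data. The count in hippocampus also depended on single mice, with 64 DEGs when WT_HFD_ replicate 8 was left out and 13 without TG_HFD_ replicate 8.

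**Figure D1:**
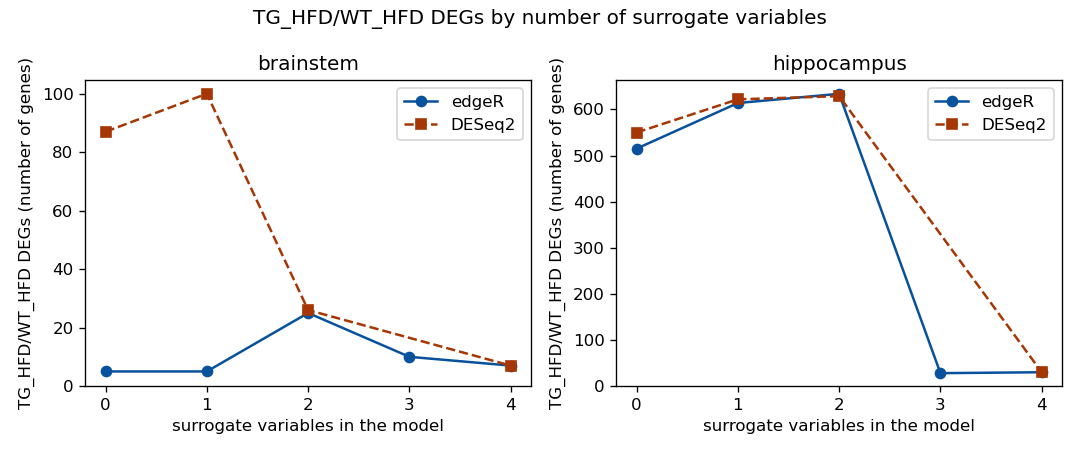
Number of DEGs for TG_HFD_/WT_HFD_ (y axis) against the number of surrogate variables in the model (x axis), for edgeR and DESeq2 in each region. In hippocampus edgeR falls from 634 DEGs with 2 surrogate variables to 28 with 3.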

In a next step, expression changes along all primary contrasts were determined resulting in 264 differentially expressed genes (DEGs) for brainstem and 609 for hippocampus (Fig. 1D and E). 

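*Auh* (ENSMUSG00000021460) had 850 ± 60.0 (SD, n = 5) normalized counts in WT_SD_ and 599 ± 47.7 (SD, n = 6) in TG_SD_ of brainstem, a log2 fold change of −0.53 (SE 0.0589, edgeR adjusted p = 3.1e-06). Under HFD its log2 fold change was −0.30 (SE 0.0724) with an adjusted p of 0.221. *Gabra2* (ENSMUSG00000000560) in brainstem had 804 ± 256 (n = 5) normalized counts in WT_SD_ and 1330 ± 64.7 (n = 6) in TG_SD_, a log2 fold change of 0.70 (SE 0.119, adjusted p = 0.00265). It had 788 ± 151 (n = 6) in WT_HFD_ and 1353 ± 123 (n = 6) in TG_HFD_, a log2 fold change of 0.74 (SE 0.144, adjusted p = 0.0251). *Cntn3* (ENSMUSG00000030075) in hippocampus had 278 ± 13.7 in WT_SD_, 140 ± 18.9 in TG_SD_, 292 ± 29.5 in WT_HFD_ and 151 ± 11.1 in TG_HFD_ (SD, n = 6 each). Its log2 fold change was −1.00 (SE 0.0774, adjusted p = 1.49e-10) on SD and −1.02 (SE 0.0983, adjusted p = 3.04e-08) on HFD. *Zfp932* (ENSMUSG00000066613) in hippocampus had 253 ± 42.9, 401 ± 33.4, 274 ± 71.5 and 383 ± 28.0 in the same order (SD, n = 6 each), with adjusted p values of 0.00243 on SD and 0.121 on HFD. In brainstem, *Zfp932* was a DEG on both diets, with log2 fold changes of 0.46 (SE 0.0811, adjusted p = 0.00467) and 0.57 (SE 0.101, adjusted p = 0.0116). Genes called on both diets included *Gabra2*, *Gm15446*, *Thy1* and *Zfp932* in brainstem and *Car12*, *Cbarp*, *Cntn3*, *Gm15446*, *Serpina3n* and *Thy1* in hippocampus. Of the other genes in the paper's supplementary figure, *Frem3* had adjusted p values of 0.00609 on SD and 0.0555 on HFD in hippocampus, and *Resp18* of 0.0247 on SD with a log2 fold change of 0.30 and 0.105 on HFD. When single mice were left out in turn, *Auh* in brainstem TG_SD_/WT_SD_ and *Cntn3* in both hippocampus contrasts stayed DEGs in every fit, and *Gabra2* in brainstem TG_HFD_/WT_HFD_ did in 6 of 12. *Gabra2* varied more among WT than among TG libraries, with a coefficient of variation of its CPM of 24% against 7.48% in brainstem and 33.5% against 6.48% in hippocampus. *Gm15446* and *Zfp932* lie within 1000000 bases of each other on chromosome 5 in the annotation of GRCm38.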

Besides *SNCA*, few genes showed diet-independent differential expression in TG mice, among them *Auh* and *Gabra2* in brainstem as well as *Cntn3* and *Zfp932* in hippocampus (Supplementary Material, Fig. S4). In contrast, the much larger fraction of DFGs was identified in both brain regions when mice were fed the HFD (Fig. 1D and E), suggesting interactions between genotype and diet. 

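For TG_HFD_/WT_HFD_, 4 of the 7 DEGs of brainstem and 11 of the 30 of hippocampus had normalized counts that did not overlap between the groups. Over all tested genes, 91 in brainstem and 551 in hippocampus did not overlap, where chance gives 0.216% of genes. For TG_SD_/WT_SD_, 71 genes (chance 0.433%) and 35 genes (chance 0.216%) did not overlap. At an unadjusted p of at most 0.05, 1398 genes of brainstem and 1205 of hippocampus differed on SD, and 747 and 1505 on HFD. Without surrogate variables, edgeR gave 819 and 727 on SD, and 2624 and 2912 on HFD. Which diet had more such genes in brainstem thus depended on the surrogate variables. Leaving out 2 DEGs in each region, 18 of 28 hippocampus DEGs of TG_HFD_/WT_HFD_ (64.3%) had an interaction term with an unadjusted p of at most 0.05, and 0 of 5 in brainstem did. Because the WT_HFD_ libraries enter both contrasts, genes selected for TG_HFD_/WT_HFD_ carry an interaction by construction. To measure this, counts with no group effect set on any gene were simulated 20 times, with and without the GC content trend of each library (the trend was added after seeing the data). They gave fewer DEGs than the real counts (at most 1 in hippocampus with 4 surrogate variables), so as many genes of lowest p were taken as there were real DEGs. The mean share with an interaction was 74.1% without and 83.9% with the trend for 28 genes of hippocampus, and 87% and 80% for 5 genes of brainstem. For the 513 hippocampus DEGs called without surrogate variables, again leaving out 2, the share was 58.3%, against a mean of 38.8% without the trend and of 59.8% with it, so the trend alone gives as much. For the DEGs of DESeq2 without surrogate variables, it was 40 of 85 in brainstem (47.1%), against 59.4% without and 50.2% with the trend, and 54.6% of 548 in hippocampus, against 37.8% and 58.4%. The WT response to HFD ran opposite to the TG_HFD_/WT_HFD_ difference for 23 of the 28 hippocampus genes (82.1%), against a mean of 95.5% without and 99.6% with the trend, for 501 of the 513 (97.7%), against 91.1% and 99.4%, and for 81 of the 85 of brainstem (95.3%), against 93.2% and 98.8%. None of these exceeds what counts simulated with the trend give. The TG_SD_/WT_SD_ difference ran the same way for 27 of the 28 (96.4%) and 478 of the 513 (93.2%), above the highest values simulated with the trend, 89.3% and 83.6%, and for 66 of the 85 of brainstem (77.6%), where the mean with the trend was 77.1%. The trends were fitted to these same libraries and differ between WT_HFD_ and TG_HFD_, so counts simulated with them carry that difference. A response of many GC-rich genes would change the trends too. The simulation with the trend therefore cannot tell such a response from a technical trend.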

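*Ppp1r14a* (ENSMUSG00000037166) had 162 ± 11.4 (SD, n = 5) normalized counts in WT_SD_, 228 ± 51.2 (n = 6) in WT_HFD_, 170 ± 16.9 (n = 6) in TG_SD_ and 153 ± 33.1 (n = 6) in TG_HFD_ of brainstem. Its interaction term was −0.42 on the log2 scale (SE 0.119, edgeR adjusted p = 0.942). The log2 fold change with diet was 0.25 in WT (adjusted p = 0.896) and −0.17 in TG (adjusted p = 0.7). *Grip2* (ENSMUSG00000030098) had 163 ± 51.1, 262 ± 8.13, 209 ± 18.4 and 168 ± 43.0 normalized counts in the same order of groups of hippocampus (SD, n = 6 each). Its interaction term was −1.06 (SE 0.215, adjusted p = 0.131), with a diet log2 fold change of 0.75 in WT (adjusted p = 0.123) and −0.31 in TG (adjusted p = 0.622). All 6 WT_HFD_ libraries had more *Grip2* counts than any WT_SD_ library, and all 6 TG_HFD_ libraries had fewer than any WT_HFD_ library.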

As partially captured directly through the interaction term of the statistical model for genes like *Ppp1r14a* and *Grip2* in brainstem and hippocampus, respectively, these interactions seemingly encompassed lacking or even opposite responses in TG_HFD_ animals compared to WT_HFD_ (Supplementary Material, Fig. S4E and F).

### Differential expression results mainly from genotype–diet interactions

In order to put expression changes into perspective, we visually examined the profiles of differential genes from each contrast across the groups (Supplementary Material, Fig. S5). 

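The union of the DEGs, with 2 DEGs left out in each region, held 20 genes in brainstem and 34 in hippocampus. Counts were expressed as log2 ratios to the WT_SD_ mean with a pseudocount of 1 and partitioned by k-means with 2 centres. In brainstem, 1 cluster held the single gene *5730419F03Rik* and the other 19 genes. In hippocampus, 1 cluster held the single gene *Gm29611* and the other 33. Hierarchical clustering with complete linkage and a pseudocount of 10 each gave clusters of the same sizes. *5730419F03Rik* rested on few libraries, with counts of 2146 in TG_SD_ replicate 1, 1104 in WT_SD_ replicate 7 and 91 in WT_SD_ replicate 1. With the DEGs of DESeq2 without surrogate variables, a choice made after seeing the data, the clusters by k-means held 23 and 64 genes in brainstem and 58 and 498 in hippocampus, with either pseudocount. Hierarchical clustering of this list gave 5 and 82 genes and 2 and 554, so these sizes depend on the method.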

As also apparent from the union of these DEGs, there were two dominating expression patterns that partitioned into clusters C1 and C2 (Fig. 2A and D). 

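Log2 fold changes of the 12619 genes tested in both regions were correlated across genes, which are not independent replicates. For TG_HFD_/WT_HFD_, Pearson's r was 0.344 and Spearman's rho 0.078. Without the 2 DEGs left out of the clusters, a choice made after seeing the data, r was 0.042 and rho 0.077. In 100 splits of the 12 brainstem libraries into 2 groups of 6, the real one included, 37 gave an r at least as high and 7 a rho at least as high. Without surrogate variables, r was 0.491 and rho 0.486 for the same 12617 genes. A correction for GC content in place of surrogate variables, also added after seeing the data, gave r of 0.532 and rho of 0.173 over all 12619 genes.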

Interestingly, this applied to both brain regions in striking similarity. 

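In the clusters from DESeq2 without surrogate variables, the 23 brainstem genes with a higher mean in TG_HFD_ than in WT_HFD_ had mean log2 ratios to WT_SD_ of −0.16 ± 0.0677 in WT_HFD_, 0.27 ± 0.0658 in TG_SD_ and 0.32 ± 0.114 in TG_HFD_ (SD of 6 libraries each). The 58 such genes of hippocampus had −0.09 ± 0.0497, 0.20 ± 0.0476 and 0.28 ± 0.0303. Because these genes were called on the same libraries, the direction of TG_HFD_ against WT_HFD_ is fixed by the choice of genes. In the libraries of the other region this is not so. There, the 54 hippocampus genes also tested in brainstem differed by 0.12 between TG_HFD_ and WT_HFD_ (two-sided exact permutation p = 0.0173, adjusted 0.072, n = 6 each), and the 22 brainstem genes by 0.20 in hippocampus (exact p = 0.00433, adjusted 0.0289). Without genes called in both regions, the 20 remaining brainstem genes differed by 0.12 (exact p = 0.0411, adjusted 0.173), and the 52 remaining hippocampus genes by 0.08 in brainstem (exact p = 0.0974, adjusted 0.249). The diet difference in WT was −0.011 for the 54 genes in brainstem (exact p = 0.827) and 0.01 for the 22 in hippocampus (exact p = 0.848). The lower mean in WT_HFD_ thus did not carry over to the other region. Between TG_SD_ and WT_SD_, these genes differed by 0.151 (exact p = 0.0216, adjusted 0.072) and 0.241 (exact p = 0.00216, adjusted 0.0216).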

In cluster C1, genes showed lower expression in the WT_HFD_ group but higher in TG animals, largely irrespective of the diet (Fig. 2B and E). 

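The larger cluster from the model with 4 surrogate variables had mean log2 ratios to WT_SD_ of 0.11 ± 0.156 in WT_HFD_, 0.50 ± 0.233 in TG_SD_ and 0.27 ± 0.233 in TG_HFD_ of brainstem (19 genes, SD of 6 libraries each). In hippocampus these were 0.08 ± 0.0579, −0.01 ± 0.0725 and −0.10 ± 0.0358 (33 genes). In the other region, the 18 brainstem genes tested there differed by 0.05 between TG_HFD_ and WT_HFD_ (two-sided exact permutation p = 0.543), and the 27 hippocampus genes by −0.01 (exact p = 0.669), with an adjusted p of 0.836 for each. Without genes called in both regions, the 14 remaining brainstem genes differed by 0.04 (exact p = 0.465, adjusted 0.87) and the 24 hippocampus genes by −0.09 (exact p = 0.039, adjusted 0.347). From DESeq2 without surrogate variables, the 64 brainstem genes had 0.23 ± 0.184, −0.12 ± 0.113 and −0.21 ± 0.219, and the 498 hippocampus genes 0.25 ± 0.126, −0.14 ± 0.173 and −0.20 ± 0.0859. The 445 of these hippocampus genes tested in brainstem differed there by −0.31 between TG_HFD_ and WT_HFD_ (exact p = 0.0216, adjusted 0.072), and the 60 brainstem genes by −0.30 in hippocampus (exact p = 0.00216, the smallest possible, adjusted 0.0216). Without genes called in both regions, the 425 remaining hippocampus genes differed by −0.30 (exact p = 0.0238, adjusted 0.159) and the 40 brainstem genes by −0.21 (exact p = 0.00433, adjusted 0.0649). With diet in WT, the 445 genes were higher on HFD in brainstem by 0.21 (exact p = 0.0498, adjusted 0.135). The 60 genes were higher in hippocampus by 0.13 (exact p = 0.0541, adjusted 0.135). The higher mean in WT_HFD_ thus recurred in direction in the other region, without passing adjustment. The interaction there was −0.17 (permutation p = 0.379) and −0.18 (permutation p = 0.0683).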

Nearly mirror-imaged, genes in cluster C2 showed higher expression in WT_HFD_ mice but lower expression in TG mice, again largely irrespective of diet, a pattern already alluded through genes identified earlier (Supplementary Material, Fig. S4E and F).

**Figure 2:**
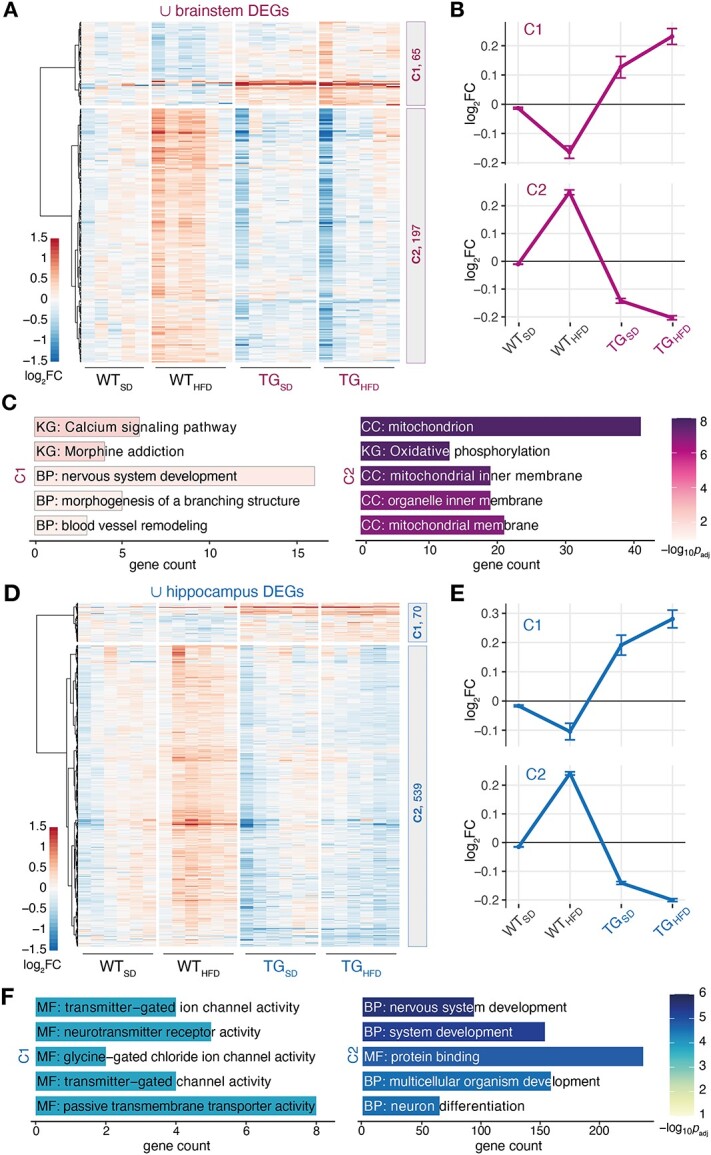
Genotype–diet interactions led to highly similar gene expression patterns in brainstem and hippocampus. (**A**) Heatmap of hierarchically clustered expression profiles (*log_2_* expression change relative to WT_SD_) of 262 DEGs (union of brainstem DEGs indicated in Fig. 1E) across all experimental groups. Number of DEGs in clusters C1 and C2 indicated on the right. (**B**) Average expression profile and standard deviation of C1 and C2 across experimental groups in brainstem. (**C**) Enriched pathways (Gene Ontology, KEGG, Reactome) among C1 (left) and C2 (right) genes. Five most significant terms, their adjusted *P*-values and DEG count are shown. KG: KEGG; BP: biological process, CC: cellular component, MF: molecular function (**D**–**F**) analogues to (A–C) for hippocampus.

In brainstem, C1 and C2 genes were most significantly enriched for *calcium signaling pathway* and *mitochondrion*, respectively (Fig. 2C), whereas C1 and C2 genes in hippocampus were overrepresented for *transmitter-gated ion channel activity* and *nervous system development*, respectively (Fig. 2F).

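Pathway annotations were not analysed here, and mitochondrial genes were taken by their symbols. The mean log2 expression of 78 nuclear genes for subunits of the respiratory chain (OXPHOS genes) was lower in TG_HFD_ than in WT_HFD_ by −0.19 in brainstem (two-sided exact permutation p = 0.0606, n = 6 each) and −0.06 in hippocampus (exact p = 0.258). Over the 50 comparisons of gene lists, the adjusted p in brainstem was 0.505. Within WT, the difference with diet was 0.09 in brainstem (exact p = 0.359) and −0.00 in hippocampus (exact p = 0.937), and the interaction in brainstem −0.18 (permutation p = 0.108). The set test camera, which presets the correlation between genes, gave an adjusted p of 9.72e-14 for TG_HFD_/WT_HFD_ in brainstem, and fry, which estimates it, an adjusted p of 0.93 (unadjusted 0.0322). Mean differences between TG_HFD_ and WT_HFD_ were 0.10 and 0.14 for mitochondrially encoded genes in brainstem and hippocampus, −0.12 and −0.04 for mitochondrial ribosomal proteins, and −0.11 and 0.05 for cytosolic ribosomal proteins, with exact p values between 0.0779 and 0.318. None of these lists had a member in the clusters from 4 surrogate variables. Among the 64 genes of the larger brainstem cluster from DESeq2 without surrogate variables, 5 were OXPHOS genes where 0.374 are expected (two-sided Fisher's exact p = 3.5e-05), and in hippocampus 6 where 2.93 are expected (p = 0.0723).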

### Transcriptome perturbations through genotype–diet interactions encompass shifts in transcript isoform composition

In order to explore whether dysregulation in TG animals also extended to other aspects of the transcriptome, we next investigated alternative splicing. Detecting alternatively spliced parts in transcripts still is inherently difficult from RNA-seq data because reads are typically much shorter than the transcripts themselves. While a greater sequencing depth, larger sample size and suitable statistical methods allow mitigating this obstacle, available tools still vary considerably in accuracy and robustness of results (39). Since here, the hippocampal samples were sequenced deeper, we restricted the splicing analyses to this brain region and applied two complementary tools to identify robust effects.

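Hippocampus libraries had a mean of 14479159 counts on genes ± 1461902 (SD, n = 24) and brainstem libraries 12558291 ± 1447798 (SD, n = 23). The means had a ratio of 1.15 and differed between the regions (two-sided permutation p = 1e-04), while the totals of single libraries overlapped. Splicing was not analysed here, since gene counts do not resolve transcripts.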

In line with the gene count for differential expression, the largest number of differential splicing events identified by both tools was observed comparing TG_HFD_ with WT_HFD_ animals (Supplementary Material, Fig. S6A). Among them was *Nab2*, a gene for which HFD led to increased usage of exon 6 (of seven) in WT but not in TG animals (Fig. 3A, Supplementary Material, Fig. S6B). An increased usage of exon 6 agreed with a shift toward higher expression of the longer transcript isoform ENSMUST00000026469 over the shorter ENSMUST00000099157 in WT_HFD_ animals (Fig. 3B). Intriguingly, the shift in transcript composition without entailing a significant gene-level expression change was also observed in brainstem (Supplementary Material, Fig. S6C).

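At the gene level, *Nab2* (ENSMUSG00000025402) had 181 ± 26.6 normalized counts in WT_SD_, 211 ± 45.7 in WT_HFD_, 176 ± 26.8 in TG_SD_ and 172 ± 15.4 in TG_HFD_ of hippocampus (SD, n = 6 each). Its log2 fold change was 0.07 for TG_HFD_/WT_HFD_ (edgeR adjusted p = 0.904) and −0.02 for WT_HFD_/WT_SD_ (adjusted p = 0.991), and its interaction term 0.03 (adjusted p = 0.99). On normalized counts without surrogate variables the TG_HFD_/WT_HFD_ difference was −0.27 (two-sided exact permutation p = 0.0974), so the sign depended on the surrogate variables. In brainstem, mean normalized counts lay between 36.4 and 40.2 in the 4 groups, below the minimum of 50 used for testing.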

**Figure 3:**
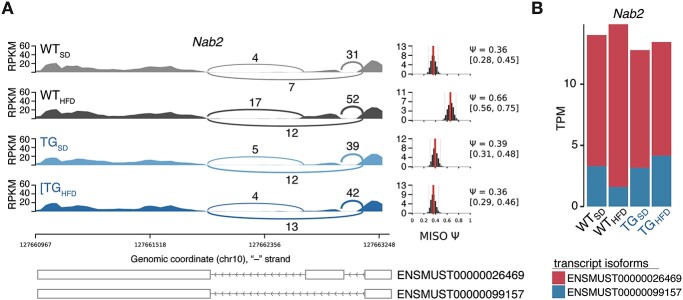
Genotype–diet dependent perturbations extend to transcript isoform usage. (**A**) Sashimi plot illustrating the transcript isoform structure and expression of *Nab2* toward the 3′ end. Depicted are per-group read coverage and read count spanning junctions around exon 6. Coordinates of affected transcript isoforms at the bottom. *MISO*-estimated per cent spliced-in (PSI/Ψ) values with 95% confidence intervals to the right. (**B**) Transcript isoform-specific expression levels of *Nab2* in hippocampal samples. Plotted are the mean TPM per group obtained with *Salmon*.

These results indicated that in both brainstem and hippocampus, interactions between genotype and diet gave rise to highly similar dysregulation patterns on a gene as well as transcript level.

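For TG_HFD_/WT_HFD_, 7 DEGs of brainstem and 26 of hippocampus lay among genes tested in both regions, and 3 were shared, where 0.0144 are expected (one-sided Fisher's exact p = 2.7e-07). For TG_SD_/WT_SD_, 5 were shared, *Auh* and *Zfp932* among them, where 0.0157 are expected (Fisher's exact p = 1.48e-12). All shared genes changed in the same direction. With DESeq2 without surrogate variables, 23 genes were shared between 82 and 493 DEGs of TG_HFD_/WT_HFD_, where 3.2 are expected (Fisher's exact p = 3.83e-14). The genes of a region are not independent replicates, and the test treats them as if they were.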

### Co-expression analyses point at a shared regulatory network in brainstem and hippocampus

The similarity of perturbances in both brain regions under HFD in WT and TG animals—from individual transcript isoforms to general expression patterns—led us to assume that underlying regulatory principles might be shared between brainstem and hippocampus. Co-expression analyses lend themselves to such investigations as they identify expression similarities between genes beyond comparing DEGs with little information regarding expression relations between them. In co-expression analyses, groups of genes with similar expression patterns across conditions are derived that likely function in the same pathways or regulate the same biological processes, the so-called guilt-by-association principle (40).

Here, we used weighted gene correlation network analysis (WGCNA) (41) to explore co-expression towards identifying gene modules and hub genes underlying the dysregulated expression in TG_HFD_ mice. As we examined different brain regions and dietary conditions, we opted for a consensus analysis that allows deriving co-expression modules across data sets. 

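A consensus network over the 4 sets of libraries (2 regions on 2 diets) was built from the 12619 genes tested in both regions, with the paper's soft-threshold power of 8 and a minimum module size of 30. WGCNA's dynamic tree cutting was replaced by a single height per tree, chosen to give the most modules. The network held 20 modules with 4266 genes, between 30 and 1034 each with a median of 64. A power of 6 gave 22 modules, and a minimum size of 50 gave 14.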

Following this approach, the consensus network partitioned the expression space into 32 modules (Supplementary Material, Fig. S7). Of those, 12 correlated significantly with the genotype in at least one brain region for either diet (Fig. 4A). 

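Each of the 20 module eigengenes was correlated with genotype in each of the 4 sets, which gave 80 tests over 11 or 12 libraries each. After Benjamini-Hochberg adjustment 0 modules passed 0.05 (lowest adjusted p = 0.173), and before adjustment 9 modules did, in 14 of the 80 tests. The exact permutation test cannot go below 0.00216 with 6 libraries against 6, and that value in a single test of 80 does not pass the adjustment. In 100 regroupings of the libraries, the real grouping included, 7 gave 14 or more tests at an unadjusted p of at most 0.05, and the median was 4. The paper also admits modules by a Bayes factor of at least 3. With that rule, added after seeing the data, 6 modules passed in 7 tests.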

Consistent with results from the differential analysis, the correlation was typically stronger under HFD and very similar overall between the brain regions (Fig. 4A). 

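Of these 14 tests, 6 were in brainstem on HFD, 7 in hippocampus on HFD, 1 in brainstem on SD and 0 in hippocampus on SD. The difference between the diets was not tested for single modules.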

By considering the DEG ratio in the modules, M1 and M21 stood out from the rest as they captured the strongest expression changes (Fig. 4B). 

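The largest module (1034 genes) had a Pearson r with the TG genotype of −0.862 in hippocampus on HFD (two-sided exact permutation p = 0.00216, the smallest possible, n = 12) and −0.562 in brainstem on HFD (exact p = 0.0281, n = 12). On SD, r was −0.331 (exact p = 0.288) and −0.372 (exact p = 0.266). This module held 47 of the 52 genes of Fig. 5B examined here (of 57 in the figure).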

Although 1093 genes in module M1 were enriched for metabolic processes, 126 genes in M21 pointed toward mitochondrial pathways (Fig. 4C).

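The median GC content of the genes in the largest module was 58.6%, against 49.7% of all tested genes in brainstem and 49.8% in hippocampus. Within groups, its mean log2 expression went with the GC slope of the library, the change in log2 CPM per 10% of GC content over all other genes. In brainstem, Pearson's r of the deviations from the group means was 0.983 (permutation p = 1e-05, the smallest possible), Spearman's rho 0.953 (p = 1e-04, the smallest possible), and r without the 2 libraries farthest from the median 0.964. In hippocampus these were 0.954, 0.951 and 0.937, with the same p values.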

**Figure 4:**
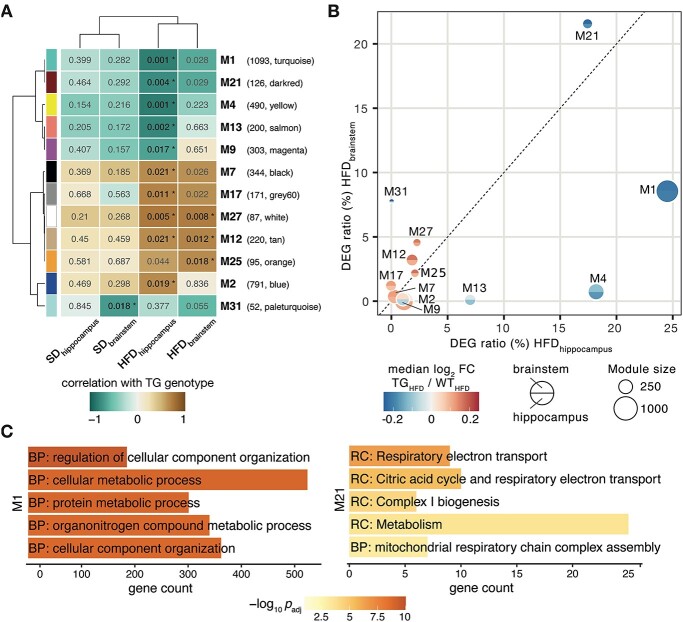
Co-expression analysis identifies gene modules with significant diet-dependent genotype correlations that are highly similar across brain regions. (**A**) Diet-dependent genotype correlations for brainstem and hippocampus with corresponding *P*-values for all significant modules. Cells are color-coded according to the correlation between a module’s expression and the TG genotype. Numbers in cells indicate the nominal *P*-value that is marked with an asterisk when still significant after FDR 0.05 correction. Module colors to the left as per WGCNA partitioning (Supplementary Material, Fig. S7) and their gene count on the right. (**B**) Significant co-expression modules plotted according to their relative DEG content with respect to TG_HFD_/WT_HFD_ in hippocampus (*x*-axis) and brainstem (*y-*axis). Median module expression change color-coded per brain region with the diameter reflecting the total gene count. (**C**) Enriched pathways (Gene Ontology, KEGG, Reactome) for genes in modules M1 (left) and M21 (right). Five most significant terms, their adjusted *P*-values and DEG counts are shown. BP: biological process; RC: Reactome.

Following the reasoning of WGCNA that higher ranked genes and their relations within the modules are biologically more meaningful (42), we focused on the top 20% of genes in M1 and M21 that were differentially expressed. From the resulting 150 genes, more than one-third were linked to the *SNCA* interactome (Fig. 5A), indicating that the filtering steps led to relevant αSYN-related biology. 

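The labels of 52 of the 57 genes of Fig. 5B were read with certainty. The tests here leave out the other 5. The mean log2 expression of the 52 per library was compared between groups. Relative to WT_SD_, the mean over these genes was 0.27 ± 0.187 in WT_HFD_, −0.16 ± 0.248 in TG_SD_ and −0.13 ± 0.358 in TG_HFD_ of brainstem, and 0.22 ± 0.128, −0.11 ± 0.218 and −0.17 ± 0.109 in hippocampus (SD, n = 6 each). The diet difference in WT had a two-sided exact permutation p of 0.0411 in brainstem and 0.0281 in hippocampus, with 4 WT_HFD_ libraries above every WT_SD_ library in each region. In TG it was 0.03 (exact p = 0.857) and −0.05 (exact p = 0.61). TG_HFD_ was below WT_HFD_ by −0.40 in brainstem (exact p = 0.026, 3 of 6 libraries below every WT_HFD_ library) and by −0.38 in hippocampus (exact p = 0.00216, the smallest possible, 6 of 6). The interaction, which tests whether the diet response differs between genotypes, was −0.24 (permutation p = 0.284) and −0.27 (permutation p = 0.0532). Adjusted over the 50 comparisons of gene lists, the lowest p was 0.468 in brainstem and 0.108 in hippocampus. An exact p of 0.00216, the smallest possible, becomes 0.108 when a single test of the 50 reaches it. It could therefore not pass the adjustment. Gene by gene, 52 of 52 in brainstem and 51 of 52 in hippocampus had a higher mean in WT_HFD_ than in WT_SD_, and 31 and 7 a higher mean in TG_HFD_ than in TG_SD_. The TG response was below the WT response for 51 and 52 genes. In the model with 4 surrogate variables, 0 genes in brainstem and 7 in hippocampus passed an adjusted p of 0.05 for TG_HFD_/WT_HFD_ when adjusted over the list alone, and 0 in either region over all genes. Without surrogate variables, 37 and 49 passed when adjusted over the list alone, and 0 and 42 over all genes. The paper chose this list on the same libraries, so the counts over the list alone are not independent evidence. Under fry, the TG_HFD_/WT_HFD_ difference had an unadjusted p of 0.0136 in brainstem and 0.000356 in hippocampus, and the interaction 0.29 and 0.0482. Camera gave 5.34e-24 and 1.63e-33 for the former.

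**Figure D2:**
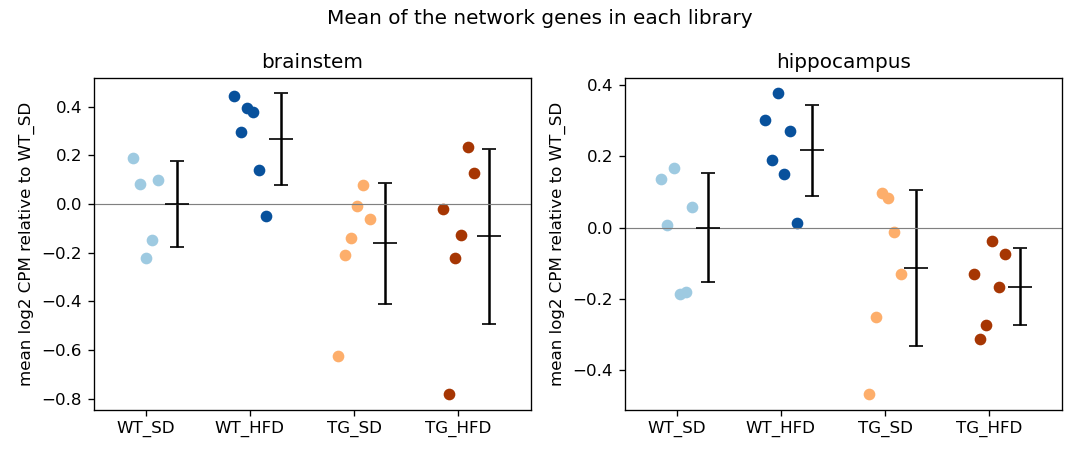
Mean log2 expression of the 52 genes in each library relative to the WT_SD_ mean (y axis), by group and region, with the mean of each group. In hippocampus all 6 TG_HFD_ libraries lie below all 6 WT_HFD_ libraries.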

Intriguingly, for all these genes, WT mice responded to HFD, whereas TG animals showed no or even opposite regulation (Fig. 5B). This failure of adaptation to HFD apparent in different brain regions might explain the previously described accelerated pathology in TG mice under long-term HFD (35).

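Genes of Fig. 5B have a median GC content of 59.7%, and libraries differed in how counts depended on GC content. The GC slope was 0.118 in WT_HFD_ and −0.0423 in TG_HFD_ of brainstem, a difference of −0.16 (two-sided exact permutation p = 0.0303, n = 6 each), and 0.0988 and −0.0561 in hippocampus, a difference of −0.155 (exact p = 0.00649). Between WT_HFD_ and WT_SD_ the slope differed by 0.111 (exact p = 0.0649) and 0.0934 (exact p = 0.0563). Deviations of the list mean from its group mean went with the GC slope of the other genes, with a Pearson r of 0.977 in brainstem and 0.957 in hippocampus (permutation p = 1e-05 in both, the smallest possible) and a Spearman rho of 0.957 and 0.948 (permutation p = 1e-04 in both, the smallest possible). Without the 2 libraries farthest from the median slope, r was 0.951 and 0.942. This relation predicts 84% of the TG_HFD_/WT_HFD_ difference of the list in brainstem and 81.1% in hippocampus, and leaves −0.06 (exact p = 0.0433) and −0.07 (exact p = 0.0368). After a correction of each library for GC content, the difference was −0.21 in brainstem (exact p = 0.0216) and −0.19 in hippocampus (exact p = 0.00216, the smallest possible), and the WT diet difference 0.14 (exact p = 0.0519) and 0.09 (exact p = 0.0455). From the higher expression in WT_HFD_ mice and the missing response in TG mice, the paper proposes a failure of adaptation to HFD as a potential explanation of the accelerated pathology of TG mice under long-term HFD.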

**Figure 5:**
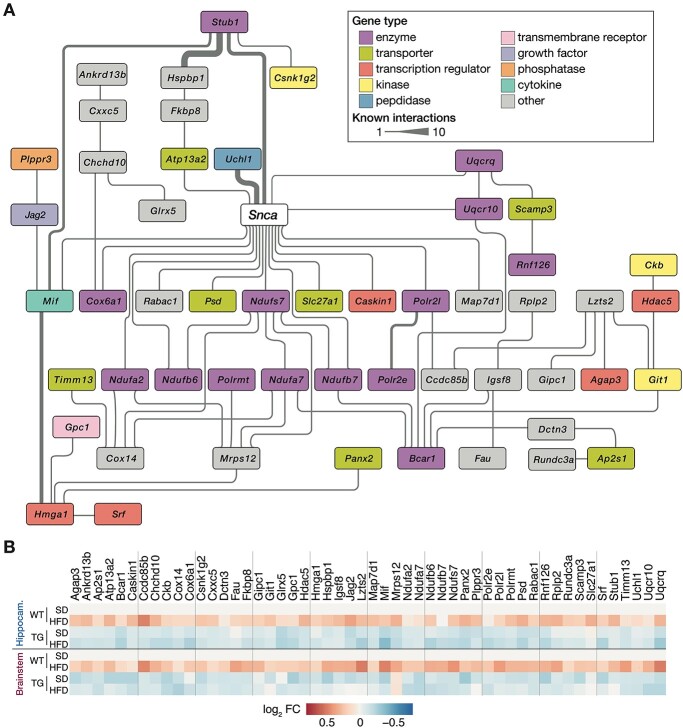
Interaction network of differentially expressed hub genes around *Snca*. (**A**) Network of *Snca* and 57 differentially expressed as well as highly ranked (top 20%) co-expressed genes from modules M1 and M21. Genes color-coded according to their type/function. Line width indicating number of curated interactions between each gene pair. Information derived from IPA. (**B**) Expression changes (as *log_2_* fold changes per group relative to WT_SD_) for 57 alphabetically sorted network genes in (A) for hippocampus and brainstem.

## Discussion

As shown in our previous study, mice expressing human mutant αSYN (TG) as a model for PD have increased neuroinflammation as well as a significantly accelerated onset of neurodegeneration and terminal phenotype under a lifelong HFD (35). Towards a better molecular understanding of the interactions between genetic predisposition and diet, we here profiled the transcriptome in brainstem and hippocampus of this mouse model. Intriguingly, we observed a transcriptional adaptation of WT animals in response to an HFD that was largely missing in TG animals. Thereby, both brain regions exhibited great similarity in transcriptomic perturbations, ranging from individual transcript isoforms, to common differential genes and overall patterns of expression. Differential as well as co-expression analyses highlighted dysregulated genes that are involved in metabolic processes and mitochondria-related pathways.

The enrichment of perturbed genes for metabolic pathways agrees with epidemiological and physiological studies in PD research (43–45). Besides dietary effects that possibly modulate disease risk and influence development, disturbances in metabolic processes are also observed in the course of the disease (46).

With respect to mitochondria, our results agree with numerous findings in animal models as well as patients that suggest a pivotal role of mitochondrial dysfunction in PD pathophysiology (47). The central role of mitochondria-related processes was recognized early on as PD patients show a decreased activity of the mitochondria electron transport chain, primarily complex I. This dysfunction is thought to lead not only to increased generation of mitochondrial-derived reactive oxygen species and subsequent oxidative damage but also to the energy failure because of the inability of neurons to compensate the lack of ATP generation. Such bioenergetic perturbations are thought to be central in neurodegeneration as they are linked directly to important homeostatic processes in dopaminergic cells such as neurotransmitter release, axonal vesical transport, protein quality control and cell metabolism (46).

Our study points at a decrease of mitochondrial gene expression in the context of PD that is well reflected on protein level. Focus has, for example, been put on defective mitochondrial protein import showing reduced protein levels of the mitochondrial translocases TIM23 and TOM20 as well as nuclear-encoded mitochondrial proteins such as NDUFS3 and COX IV in *post-mortem substantia nigra* samples of PD patients (48). In this context. αSYN seems to play a crucial role as the aberrant αSYN–TOM20 interaction in nigrostriatal dopaminergic neurons is associated with such loss of imported mitochondrial proteins (49), thereby confirming decreased protein levels in the human disease.

Besides the relation between mitochondrial (dys-)function and PD, there are also links between mitochondria and HFD. Typically, HFDs are known for a negative impact on mitochondrial biogenesis, dynamics and function that, ultimately, lead to glucose intolerance and insulin resistance (50). However, feeding on HFD has also been shown to increase protein levels of mitochondrial genes in muscle tissue despite inducing glucose intolerance and insulin resistance (51). A number of earlier studies provide further evidence that HFD has beneficial effects on mitochondria (52–55) and promotes their biogenesis with increased protein levels of several mitochondrial genes as well as their oxidative capacity of fatty acids in skeletal muscle (56). Hence, some of the observed expression changes in WT_HFD_ might reflect adaptations of the metabolic regulatory network in the cell to cope with altered fatty acid levels.

In particular, we observed increased expression of several mitochondrial genes in WT_HFD_ animals such as *Ndufa2*, *Cox6a1*, *Uqcrq*. These genes were slightly decreased in TG_SD_ mice already and, in contrast to WT animals, showed no increase in TG animals under HFD.

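Across *Nab2* and 7 genes that the discussion names, 75 exact permutation tests on normalized counts were made, of which 16 had an unadjusted p of at most 0.05 and 0 an adjusted one (lowest adjusted p = 0.054). Between WT_SD_ and WT_HFD_, the log2 difference in brainstem was 0.23 for *Ndufa2* (two-sided exact p = 0.0974), 0.21 for *Cox6a1* (exact p = 0.104) and 0.44 for *Uqcrq* (exact p = 0.0779), with 5 WT_SD_ and 6 WT_HFD_ libraries. In hippocampus it was 0.06 for *Ndufa2*, 0.14 for *Cox6a1* (exact p = 0.149) and 0.31 for *Uqcrq* (exact p = 0.0498), with 6 libraries each. In edgeR's model, none of the 7 genes tested here other than *Nab2* was a DEG for WT_HFD_/WT_SD_ in either region, and 0 had an unadjusted p of at most 0.05.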

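TG_SD_ differed from WT_SD_ in brainstem by −0.11 for *Ndufa2* (two-sided exact permutation p = 0.426), −0.02 for *Cox6a1* (exact p = 0.762) and −0.20 for *Uqcrq* (exact p = 0.221). In hippocampus the differences were −0.10 (exact p = 0.413), −0.14 (exact p = 0.197) and −0.22 (exact p = 0.403). TG_HFD_ differed from TG_SD_ in brainstem by −0.11 for *Ndufa2*, −0.15 for *Cox6a1* and −0.08 for *Uqcrq*, with exact p values of at least 0.167. The difference in diet response between genotypes had an unadjusted p of at most 0.05 for *Cox6a1* in brainstem alone (−0.36, permutation p = 0.0301). Between TG_HFD_ and WT_HFD_ of hippocampus, *Cox6a1* differed by −0.40 and *Uqcrq* by −0.61, each with all 6 TG_HFD_ libraries below every WT_HFD_ library (exact p = 0.00216, the smallest possible), and *Ndufa2* by −0.18 (exact p = 0.0779). These differences are without surrogate variables. In such models, 4 of the 7 genes were DEGs of TG_HFD_/WT_HFD_ in hippocampus with edgeR and 5 with DESeq2. In brainstem edgeR called 0 and DESeq2 called 3. This DESeq2 fit was chosen after seeing the data. In edgeR's model with 4 surrogate variables, log2 fold changes of the 7 genes for TG_HFD_/WT_HFD_ lay between −0.203 and 0.194 in hippocampus. In brainstem they lay between −0.1 and 0.132. In each region 5 of the 7 were lower in TG_HFD_, and 0 had an adjusted p of at most 0.05. The lowest adjusted p from edgeR was 0.0501 in hippocampus and 0.883 in brainstem.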

Besides genes directly involved in mitochondrial function, others previously linked to *SNCA* also showed failed adaptation in TG_HFD_ mice including *Stub1*, *Uchl1*, *Atp13a2*/*Park9* and *Mif*. 

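Between TG_HFD_ and WT_HFD_ of hippocampus, *Stub1* differed by −0.37 (two-sided exact permutation p = 0.00433), *Atp13a2* by −0.44 (exact p = 0.00649) and *Mif* by −0.61 (exact p = 0.00216, the smallest possible), with 6 libraries each. In brainstem the differences were −0.32 for *Stub1* (exact p = 0.197), −0.40 for *Atp13a2* (exact p = 0.0952) and −0.66 for *Mif* (exact p = 0.0195). With diet in WT, hippocampus showed 0.32 for *Stub1* (exact p = 0.0433), 0.31 for *Atp13a2* (exact p = 0.0173) and 0.24 for *Mif* (exact p = 0.0844). In TG the corresponding differences were 0.01, −0.04 and −0.15, with exact p values of at least 0.32. The interaction had permutation p values of 0.142, 0.0534 and 0.0519 in that order, and no adjusted p of these genes was at most 0.05. After the GC correction, *Stub1* in brainstem TG_HFD_/WT_HFD_ was −0.08 (exact p = 0.571). In edgeR's model with 4 surrogate variables, log2 fold changes for TG_HFD_/WT_HFD_ were smaller. Over the 7 genes of the discussion they lay between −0.203 and 0.194 in hippocampus and between −0.1 and 0.132 in brainstem. None of the 7 had an adjusted p of at most 0.05.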

Interestingly, increase of these proteins is typically considered protective in the context of PD. Hence, lower expression of these genes as observed in TG_HFD_ animals might contribute to the detrimental phenotype of these mice (35).

*Stub1* encodes an E3 ubiquitin-protein ligase, also known as CHIP in human, which targets misfolded chaperone substrates toward proteasomal degradation. A beneficial role of CHIP in the pathogenesis of several neurological diseases has been shown (57). CHIP co-localizes with αSYN in Lewy bodies and inclusions, and its overexpression reduces αSYN aggregation and increases its degradation via proteasomal as well as lysosomal degradation pathways (58). Moreover, CHIP preferentially binds and degrades toxic oligomeric forms of αSYN (59) and ubiquitinates αSYN itself (60).

*Uchl1*, also known as *PARK5* in human, encodes a ubiquitin-protein hydrolase that plays an important role in maintaining a stable pool of monoubiquitin for ubiquitination reactions. Mutations of the gene are associated with PD and its protein is found in Lewy bodies (61,62). It has been proposed that modulation of UCHL1 activity may serve as a therapeutic tool to enhance the autophagy pathway and induce clearance of aggregated αSYN (63). Here, failure of TG mice to increase *Uchl1* expression under HFD agrees with the worse phenotype (35).

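*Uchl1* (ENSMUSG00000029223) had 5452 ± 524 normalized counts in WT_SD_, 5941 ± 474 in WT_HFD_, 5254 ± 520 in TG_SD_ and 5176 ± 245 in TG_HFD_ of hippocampus (SD, n = 6 each). In brainstem it had 6246 ± 362 (n = 5), 7060 ± 778 (n = 6), 5726 ± 610 (n = 6) and 5611 ± 781 (n = 6). The diet difference in WT was 0.13 on the log2 scale in hippocampus (two-sided exact permutation p = 0.113) and 0.17 in brainstem (exact p = 0.0714), and in TG −0.02 (exact p = 0.807) and −0.04 (exact p = 0.723). The interaction had a permutation p of 0.154 in each region. TG_HFD_ was below WT_HFD_ by −0.20 in hippocampus (exact p = 0.00649, adjusted 0.0811) and by −0.34 in brainstem (exact p = 0.0108, adjusted 0.101).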

A similar hypothesis can be proposed for *Atp13a2* or *PARK9* in human, which regulates the autophagy–lysosome pathway and plays a role in lipid homeostasis. ATP13A2 promotes the secretion of exosomes as well as secretion of αSYN via exosomes (64,65) and its overexpression suppresses toxicity of αSYN.

Lastly, *Mif*, encoding the macrophage migration inhibitory factor, is a pluripotent pro-inflammatory cytokine. MIF reduces apoptosis and induces autophagy in an *in vitro* model of PD and, thereby, might mediate neuroprotective effects in PD (66).

For these example genes, the expression increase in WT_HFD_ animals potentially helps to cope with challenges imposed on the cell through higher energy levels. It is known that a HFD results in neurochemical adaptations including altered neurotransmission and bioenergetics in the hippocampus of rodents (67). The failure to adaptation in TG_HFD_ mice might be a key principle that explains the aggravated phenotype.

Some of the highlighted genes such as *Stub1* and *Uchl1* are linked to ubiquitination and autophagy mechanisms and point at a crucial relationship between these mechanisms as well as metabolic- or mitochondria-related pathways. The quality of mitochondria regulating numerous metabolic pathways is known to be strictly monitored to maintain cell homeostasis (68). Impaired mitochondrial quality is readily identified to eliminate damaged mitochondria, a process relying on the orchestrated crosstalk between ubiquitin signaling and autophagy. The loss of mitochondrial quality control systems is known to be associated with many types of neurodegenerative diseases including PD (68). In PD, progressive accumulation of dysfunctional mitochondria ultimately impairs cellular metabolism and causes neuronal death. As there is increasing evidence that energy metabolism plays a fundamental role in the pathomechanism of neurodegenerative diseases (69–73), it is recently becoming a potential target for preventing and treating PD (72). However, the notion of PD as a disease initiated by dysfunctions of energy metabolism just barely started (72). Our approach highlights the failure of adaptations to metabolic challenges in the context of PD and points at candidate genes that might be addressed therapeutically.

However, although these candidate genes seem plausible and the transcriptomic analyses pointed at affected pathways in the αSYN interactome, they do not allow identifying an entry point for the perturbations or deriving further causalities between genes. Such functional aspects need to be addressed by future studies. We are, however, convinced our results provide a basis to select targets for such investigations.

Taken together, our work shows that a long-term HFD leads to gene expression adaptations of several genes linked to mitochondrial and metabolic biology in the brain of WT mice. In αSYN TG animals, in contrast, there is a widespread failure of these diet-induced transcriptional adaptations, indicating that the previously observed aggravation of phenotype might be based on a failed response of related genes.

## Materials and Methods

### Animals and diets

TG of C57BL/6 background expressing human mutant h[A30P]αSYN under the control of the CNS neuron-specific Thy1 promotor (34,74) were maintained as a homozygous colony. WT controls were derived from the same transgenic outcross with C57BL/6 mice and maintained as a parallel colony. Only male mice were used in the study. For grouping the mice into either a standard or HFD, we used randomization within blocks representing litters. Thereby, we sought to mitigate any litter bias due to genetic effects that might confound differential expression analyses later on. From the age of 5 weeks onward till 12 months of age, homozygous (Thy1)-h[A30P]AS and WT mice were either kept on standard chow diet (SD, *n* = 56) (3.8% total fat, 3.1 kcal/g, ssniff R/M H Extrudat; ssniff Spezialitäten GmbH, Soest, Germany) or HFD (22.8% total fat, 4.6 kcal/g, TD.06415 Adjusted Calories Diet 45/Fat; Teklad Custom Research Diets, Harlan Laboratories, Boxmeer, The Netherlands). Groups of three to four male mice were housed in standard cages (365 × 207 × 140 mm, Typ II long) with normal light/dark cycle (12 h light/12 h dark) and free access to food and water. To avoid gene expression changes during the preparation process, WT and TG mice were sacrificed with cervical dislocation followed by head decapitation within 2 min from disturbing the home cage. Brain regions were immediately dissected on ice and snap frozen in liquid nitrogen. All animal procedures were approved by local government authorities for animal research (file references N13/16) according to the guidelines for laboratory animal care.

### RNA isolation and sequencing

To focus on the same regions as before when describing the pathology in the animal model (35), the entire brainstem more precisely the *medulla* (*oblongata* and *spinalis*) *posterior* to approximately bregma −8 based on a coronal view was prepared (https://mouse.brain-map.org/experiment/thumbnails/100048576?image_type=atlas). For the hippocampus, the entire structure including all subfields was dissected. Total RNA and DNA from brainstem and hippocampus (*n* = 6 animals for each of the four experimental groups per brain region) were simultaneously extracted using the *AllPrep DNA/RNA Mini Kit* (Qiagen) using the manufacturer’s protocol. Quality was assessed with an *Agilent 2100 Bioanalyzer*. Samples with high RNA integrity number (>8) were selected for library construction; one WT_SD_ sample in brainstem failed this criterion and was not included. Using the *TruSeq RNA Sample Prep Kit* (Illumina), poly(A)-selected single-end sequencing libraries (75 bp read length) were generated according to the manufacturer’s instructions. To normalize the volume and amount of each brain regions per animal, 500 ng of the total RNA per sample was used. 

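The median library held 12458470 counts on genes in brainstem and 14108872 in hippocampus.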

All libraries were sequenced on an Illumina HiSeq 2500 platform at a depth of 10–15 million reads each. Library preparation and sequencing were performed by the same individual using a design to minimize the batch effects.

To meet blinding strategies throughout the experimental procedure, the experimenters for brain dissection, RNA isolation, library preparation and sequencing were unaware of the animal’s group during experimentation.

### Quality control, alignment and expression analysis

Read quality of RNA-seq data was assessed using *FastQC* (v0.11.9) (75) to identify sequencing cycles with low average quality, adaptor contamination or repetitive sequences from PCR amplification. Reads were aligned using *STAR* (v2.7.9a) (76) allowing gapped alignments to account for splicing against a custom-built genome composed of the Ensembl *Mus musculus* genome v104 and the human *SNCA* transgene. Normalized read counts for all genes were obtained using *DESeq2* (v1.32.0) (77). Transcripts covered with <50 reads were excluded from the analysis leaving 13 309 genes in brainstem and 13 251 in hippocampus for determining differential expression in each of the primary contrasts between experimental groups.

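With a mean of at least 50 counts across the libraries of a region, 13340 genes in brainstem and 13272 in hippocampus were tested here.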

The 2 × 2 factorial design of the experiment was captured in a generalized linear model in *DESeq2* modeling expression as a function of genotype, diet and their interaction. Surrogate variable analysis (*sva*, v3.40.0) was used to minimize unwanted variation between samples (78). Given that differences in transcript abundances in brain tissue are often small in magnitude and *in vivo* RNA-seq data are deemed to be more variable (79), we set |*log_2_* fold-change | ≥ 0.3 and adjusted *P*-value ≤ 0.05 to determine DFGs.

Gene-level abundances were derived from *DESeq2* as normalized read counts and used for calculating the *log_2_*-transformed expression changes underlying expression heatmaps and *k*-means clustering with ratios computed relative to the mean expression in WT_SD_. *Thy1* and human *SNCA* were excluded here because of their unique and strongly biased profiles.

The *sizeFactor*-normalized counts provided by *DESeq2* also calculated nRPKMs total reads as a measure of relative gene expression as motivated before (80). Transcript-level expression was determined using *Salmon* (v1.5.2, parameters: numGibbsSamples 20, seqBias, gcBias, validateMappings) (81). Transcripts per million (TPM) values obtained with *Salmon* were scaled (*scaleInfReps*) using the *tximeta* (v1.10.0) R package (82). In addition, *JunctionSeq* (v1.21.0, default parameters) (39) was used to identify alternative splicing events underlying transcript-level changes.

To identify alternative splicing events (alternative 5′ and 3′ splice site, retained intron, skipped exon, mutually exclusive exon), *MISO* (v0.5.4) was used for merged hippocampal samples and filtered for events with --num-total 200 --num-inc 10 --num-exc 10 --num-sum-inc-exc 20 --delta-psi 0.2 --bayes-factor 10 (83,84).

*Gprofiler2* (v.0.2.1) (85) with *P*_FDR_ ≤ 0.05 was used to determine functional enrichments among gene sets against Gene Ontology, KEGG and Reactome. *Thy1* and human *SNCA* were excluded when determining enrichments.

Interactions among genes were derived from curated data in *Ingenuity Pathway Analysis* (IPA, v01–20-04, Qiagen) and visualized in *Cytoscape* (86).

### Co-expression analysis

Four sets were formed, each containing the expression data from hippocampal or brainstem samples exposed to SD or HFD, respectively. WGCNA (41) was used to establish a consensus network in order to identify gene co-expression across all four data sets. WGCNA was based on pairwise correlation between all gene pairs in each data set. As the correlation method, biweight midcorrelation (87) was used with *maxPOutliers* = 0.1, thereby minimizing the influence of potential outliers. Correlations were transformed in a signed hybrid similarity matrix where negative and zero correlations equal to zero, whereas positive correlations remain unchanged. To generate the network adjacency, the similarity matrix was raised to the power *β* = 8, the minimum value that approximated a scale-free topology in all data sets, thus suppressing low correlations. For a measure of interconnectedness, adjacency was transformed into a topological overlap measure (TOM) that is informed by the adjacency of every gene pair plus the connection strength they share with the neighboring genes. Before calculating the consensus TOM (cTOM), the individual TOMs were calibrated using a 0.95-single quantile scaling. TOMs were raised to a power such that the 95th percentile of all other data sets equaled the same quantile of the reference set (hippocampus under SD). Thus, potential bias deriving from different statistical properties were mitigated best. cTOM was created by selecting the component-wise 0th quantile of the individual TOMs, meaning that for each gene pair, the minimum TOM value across all sets was given as input. A hierarchical clustering of a TOM-based dissimilarity measure (1-cTOM) was used to define modules by applying the *Dynamic Tree Cut* algorithm (88). Each of these modules was summarized by its eigengene, providing a single value for a module’s expression profile. Based on the eigengene correlation matrix, final modules were derived by iteratively clustering eigengenes based on dissimilarity (given by one minus the respective correlation) and cutting the resulting dendrogram at height 0.1, causing all modules with eigengene correlation ≥ 0.9 to be merged. Finally, module eigengenes were correlated with a dichotomous genotype trait to identify modules affected by transgenic effects. A joint Bayesian-frequentistic algorithm combining the Bayes factor (BF) (89) and significance of a correlation was used to identify modules associated with the disease status. Modules with an eigengene-trait correlation with *P*_FDR_ ≤ 0.05 | BF ≥ 3 were considered significantly associated with genotype status.

## Supplementary Material

SuppFigures_ddac205 Click here for additional data file.

## Data Availability

RNA-seq data files have been uploaded to GEO database and are available under the accession number GSE197511.

## References

[1] Dauer, W. and Przedborski, S. (2003) Parkinson’s disease: mechanisms and models. Neuron, 39, 889–909.1297189110.1016/s0896-6273(03)00568-3

[2] Spillantini, M.G., Schmidt, M.L., Lee, V.M.-Y., Trojanowski, J.Q., Jakes, R. and Goedert, M. (1997) α-Synuclein in Lewy bodies. Nature, 388, 839–840.927804410.1038/42166

[3] Krüger, R., Kuhn, W., Müller, T., Woitalla, D., Graeber, M., Kösel, S., Przuntek, H., Epplen, J.T., Schöls, L. and Riess, O. (1998) Ala30Pro mutation in the gene encoding α-synuclein in Parkinson’s disease. Nat. Genet., 18, 106–108.946273510.1038/ng0298-106

[4] Lesage, S., Anheim, M., Letournel, F., Bousset, L., Honoré, A., Rozas, N., Pieri, L., Madiona, K., Dürr, A., Melki, R. et al. (2013) G51D α-synuclein mutation causes a novel parkinsonian-pyramidal syndrome. Ann. Neurol., 73, 459–471.2352672310.1002/ana.23894

[5] Polymeropoulos, M.H., Lavedan, C., Leroy, E., Ide, S.E., Dehejia, A., Dutra, A., Pike, B., Root, H., Rubenstein, J., Boyer, R. et al. (1997) Mutation in the α-synuclein gene identified in families with Parkinson’s disease. Science, 276, 2045–2047.919726810.1126/science.276.5321.2045

[6] Proukakis, C., Dudzik, C.G., Brier, T., MacKay, D.S., Cooper, J.M., Millhauser, G.L., Houlden, H. and Schapira, A.H. (2013) A novel α-synuclein missense mutation in Parkinson disease. Neurology, 80, 1062–1064.2342732610.1212/WNL.0b013e31828727baPMC3653201

[7] Zarranz, J.J., Alegre, J., Gómez-Esteban, J.C., Lezcano, E., Ros, R., Ampuero, I., Vidal, L., Hoenicka, J., Rodriguez, O., Atarés, B. et al. (2004) The new mutation, E46K, of α-synuclein causes Parkinson and Lewy body dementia. Ann. Neurol., 55, 164–173.1475571910.1002/ana.10795

[8] Chartier-Harlin, M.-C., Kachergus, J., Roumier, C., Mouroux, V., Douay, X., Lincoln, S., Levecque, C., Larvor, L., Andrieux, J., Hulihan, M. et al. (2004) α-Synuclein locus duplication as a cause of familial Parkinson’s disease. Lancet, 364, 1167–1169.1545122410.1016/S0140-6736(04)17103-1

[9] Consortium, U.K.P.S.D., Wellcome Trust Case Control, C, Spencer, C.C., Plagnol, V., Strange, A., Gardner, M., Paisan-Ruiz, C., Band, G., Barker, R.A., Bellenguez, C. et al. (2011) Dissection of the genetics of Parkinson’s disease identifies an additional association 5′ of SNCA and multiple associated haplotypes at 17q21. Hum. Mol. Genet., 20, 345–353.2104494810.1093/hmg/ddq469PMC3005904

[10] Edwards, T.L., Scott, W.K., Almonte, C., Burt, A., Powell, E.H., Beecham, G.W., Wang, L., Zuchner, S., Konidari, I., Wang, G. et al. (2010) Genome-wide association study confirms SNPs in SNCA and the MAPT region as common risk factors for Parkinson disease. Ann. Hum. Genet., 74, 97–109.2007085010.1111/j.1469-1809.2009.00560.xPMC2853717

[11] Miyake, Y., Tanaka, K., Fukushima, W., Kiyohara, C., Sasaki, S., Tsuboi, Y., Yamada, T., Oeda, T., Shimada, H., Kawamura, N. et al. (2012) SNCA polymorphisms, smoking, and sporadic Parkinson’s disease in Japanese. Parkinsonism Relat. Disord., 18, 557–561.2242554610.1016/j.parkreldis.2012.02.016

[12] Mueller, J.C., Fuchs, J., Hofer, A., Zimprich, A., Lichtner, P., Illig, T., Berg, D., Wullner, U., Meitinger, T. and Gasser, T. (2005) Multiple regions of alpha-synuclein are associated with Parkinson’s disease. Ann. Neurol., 57, 535–541.1578646710.1002/ana.20438

[13] Nalls, M.A., Pankratz, N., Lill, C.M., Do, C.B., Hernandez, D.G., Saad, M., DeStefano, A.L., Kara, E., Bras, J., Sharma, M. et al. (2014) Large-scale meta-analysis of genome-wide association data identifies six new risk loci for Parkinson’s disease. Nat. Genet., 46, 989–993.2506400910.1038/ng.3043PMC4146673

[14] Saad, M., Lesage, S., Saint-Pierre, A., Corvol, J.C., Zelenika, D., Lambert, J.C., Vidailhet, M., Mellick, G.D., Lohmann, E., Durif, F. et al. (2011) Genome-wide association study confirms BST1 and suggests a locus on 12q24 as the risk loci for Parkinson’s disease in the European population. Hum. Mol. Genet., 20, 615–627.2108442610.1093/hmg/ddq497

[15] Simon-Sanchez, J., Schulte, C., Bras, J.M., Sharma, M., Gibbs, J.R., Berg, D., Paisan-Ruiz, C., Lichtner, P., Scholz, S.W., Hernandez, D.G. et al. (2009) Genome-wide association study reveals genetic risk underlying Parkinson’s disease. Nat. Genet., 41, 1308–1312.1991557510.1038/ng.487PMC2787725

[16] Marras, C., Canning, C.G. and Goldman, S.M. (2019) Environment, lifestyle, and Parkinson’s disease: implications for prevention in the next decade. Mov. Disord., 34, 801–811.3109135310.1002/mds.27720

[17] Seidl, S.E., Santiago, J.A., Bilyk, H. and Potashkin, J.A. (2014) The emerging role of nutrition in Parkinson’s disease. Front. Aging Neurosci., 6, 36.2463965010.3389/fnagi.2014.00036PMC3945400

[18] Anderson, C., Checkoway, H., Franklin, G.M., Beresford, S., Smith-Weller, T. and Swanson, P.D. (1999) Dietary factors in Parkinson’s disease: the role of food groups and specific foods. Mov. Disord., 14, 21–27.991834010.1002/1531-8257(199901)14:1<21::aid-mds1006>3.0.co;2-y

[19] Chen, H., Zhang, S.M., Hernan, M.A., Willett, W.C. and Ascherio, A. (2003) Dietary intakes of fat and risk of Parkinson’s disease. Am. J. Epidemiol., 157, 1007–1014.1277736410.1093/aje/kwg073

[20] Johnson, C.C., Gorell, J.M., Rybicki, B.A., Sanders, K. and Peterson, E.L. (1999) Adult nutrient intake as a risk factor for Parkinson’s disease. Int. J. Epidemiol., 28, 1102–1109.1066165410.1093/ije/28.6.1102

[21] Logroscino, G., Marder, K., Cote, L., Tang, M.X., Shea, S. and Mayeux, R. (1996) Dietary lipids and antioxidants in Parkinson’s disease: a population-based, case-control study. Ann. Neurol., 39, 89–94.857267210.1002/ana.410390113

[22] Chen, H., Zhang, S.M., Hernan, M.A., Willett, W.C. and Ascherio, A. (2002) Diet and Parkinson’s disease: a potential role of dairy products in men. Ann. Neurol., 52, 793–801.1244793410.1002/ana.10381

[23] Hellenbrand, W., Boeing, H., Robra, B.P., Seidler, A., Vieregge, P., Nischan, P., Joerg, J., Oertel, W.H., Schneider, E. and Ulm, G. (1996) Diet and Parkinson’s disease. II: a possible role for the past intake of specific nutrients. Results from a self-administered food-frequency questionnaire in a case-control study. Neurology, 47, 644–650.879745710.1212/wnl.47.3.644

[24] Powers, K.M., Smith-Weller, T., Franklin, G.M., Longstreth, W.T., Jr., Swanson, P.D. and Checkoway, H. (2003) Parkinson’s disease risks associated with dietary iron, manganese, and other nutrient intakes. Neurology, 60, 1761–1766.1279652710.1212/01.wnl.0000068021.13945.7f

[25] Qu, Y., Chen, X., Xu, M.M. and Sun, Q. (2019) Relationship between high dietary fat intake and Parkinson’s disease risk: a meta-analysis. Neural Regen. Res., 14, 2156–2163.3139735510.4103/1673-5374.262599PMC6788237

[26] Van Heek, M., Compton, D.S., France, C.F., Tedesco, R.P., Fawzi, A.B., Graziano, M.P., Sybertz, E.J., Strader, C.D. and Davis, H.R., Jr. (1997) Diet-induced obese mice develop peripheral, but not central, resistance to leptin. J. Clin. Invest., 99, 385–390.902207010.1172/JCI119171PMC507810

[27] Chohan, H., Senkevich, K., Patel, R.K., Bestwick, J.P., Jacobs, B.M., Bandres Ciga, S., Gan-Or, Z. and Noyce, A.J. (2021) Type 2 diabetes as a determinant of Parkinson's disease risk and progression. Mov. Disord., 36, 1420–1429.3368293710.1002/mds.28551PMC9017318

[28] Mollenhauer, B., Zimmermann, J., Sixel-Doring, F., Focke, N.K., Wicke, T., Ebentheuer, J., Schaumburg, M., Lang, E., Friede, T., Trenkwalder, C. et al. (2019) Baseline predictors for progression 4 years after Parkinson’s disease diagnosis in the De Novo Parkinson cohort (DeNoPa). Mov. Disord., 34, 67–77.3046869410.1002/mds.27492

[29] Pagano, G., Polychronis, S., Wilson, H., Giordano, B., Ferrara, N., Niccolini, F. and Politis, M. (2018) Diabetes mellitus and Parkinson disease. Neurology, 90, e1654–e1662.2962617710.1212/WNL.0000000000005475

[30] Bousquet, M., St-Amour, I., Vandal, M., Julien, P., Cicchetti, F. and Calon, F. (2012) High-fat diet exacerbates MPTP-induced dopaminergic degeneration in mice. Neurobiol. Dis., 45, 529–538.2197152810.1016/j.nbd.2011.09.009

[31] Choi, J.Y., Jang, E.H., Park, C.S. and Kang, J.H. (2005) Enhanced susceptibility to 1-methyl-4-phenyl-1,2,3,6-tetrahydropyridine neurotoxicity in high-fat diet-induced obesity. Free Radic. Biol. Med., 38, 806–816.1572199110.1016/j.freeradbiomed.2004.12.008

[32] Morris, J.K., Bomhoff, G.L., Stanford, J.A. and Geiger, P.C. (2010) Neurodegeneration in an animal model of Parkinson’s disease is exacerbated by a high-fat diet. Am J Physiol Regul Integr Comp Physiol, 299, R1082–R1090.2070279610.1152/ajpregu.00449.2010PMC2957375

[33] Elabi, O.F., Cunha, J., Gaceb, A., Fex, M. and Paul, G. (2021) High-fat diet-induced diabetes leads to vascular alterations, pericyte reduction, and perivascular depletion of microglia in a 6-OHDA toxin model of Parkinson disease. J. Neuroinflammation, 18, 175.3437619310.1186/s12974-021-02218-8PMC8353816

[34] Kahle, P.J., Neumann, M., Ozmen, L. and Haass, C. (2000) Physiology and pathophysiology of alpha-synuclein. Cell culture and transgenic animal models based on a Parkinson’s disease -associated protein. Ann. N Y Acad. Sci., 920, 33–41.1119317310.1111/j.1749-6632.2000.tb06902.x

[35] Rotermund, C., Truckenmuller, F.M., Schell, H. and Kahle, P.J. (2014) Diet-induced obesity accelerates the onset of terminal phenotypes in alpha-synuclein transgenic mice. J. Neurochem., 131, 848–858.2499553710.1111/jnc.12813

[36] Sergi, D., Renaud, J., Simola, N. and Martinoli, M.G. (2019) Diabetes, a contemporary risk for Parkinson's disease: epidemiological and cellular evidences. Front. Aging Neurosci., 11, 302.3178789110.3389/fnagi.2019.00302PMC6856011

[37] Liu, W., Venugopal, S., Majid, S., Ahn, I.S., Diamante, G., Hong, J., Yang, X. and Chandler, S.H. (2020) Single-cell RNA-seq analysis of the brainstem of mutant SOD1 mice reveals perturbed cell types and pathways of amyotrophic lateral sclerosis. Neurobiol. Dis., 141, 104877.3236066410.1016/j.nbd.2020.104877PMC7519882

[38] Zeisel, A., Munoz-Manchado, A.B., Codeluppi, S., Lonnerberg, P., La Manno, G., Jureus, A., Marques, S., Munguba, H., He, L., Betsholtz, C. et al. (2015) Brain structure. Cell types in the mouse cortex and hippocampus revealed by single-cell RNA-seq. Science, 347, 1138–1142.2570017410.1126/science.aaa1934

[39] Hartley, S.W. and Mullikin, J.C. (2016) Detection and visualization of differential splicing in RNA-Seq data with JunctionSeq. Nucleic Acids Res., 44, e127.2725707710.1093/nar/gkw501PMC5009739

[40] van Dam, S., Vosa, U., van der Graaf, A., Franke, L. and de Magalhaes, J.P. (2018) Gene co-expression analysis for functional classification and gene-disease predictions. Brief. Bioinform., 19, 575–592.2807740310.1093/bib/bbw139PMC6054162

[41] Zhang, B. and Horvath, S. (2005) A general framework for weighted gene co-expression network analysis. Stat. Appl. Genet. Mol. Biol., 4, Article 17.10.2202/1544-6115.112816646834

[42] Langfelder, P. and Horvath, S. (2008) WGCNA: an R package for weighted correlation network analysis. BMC Bioinform., 9, 559.10.1186/1471-2105-9-559PMC263148819114008

[43] Picca, A., Calvani, R., Landi, G., Marini, F., Biancolillo, A., Gervasoni, J., Persichilli, S., Primiano, A., Urbani, A., Bossola, M. et al. (2019) Circulating amino acid signature in older people with Parkinson’s disease : a metabolic complement to the EXosomes in PArkiNson Disease (EXPAND) study. Exp. Gerontol., 128, 110766.3166619510.1016/j.exger.2019.110766

[44] Shao, Y., Li, T., Liu, Z., Wang, X., Xu, X., Li, S., Xu, G. and Le, W. (2021) Comprehensive metabolic profiling of Parkinson’s disease by liquid chromatography-mass spectrometry. Mol. Neurodegener., 16, 4.3348538510.1186/s13024-021-00425-8PMC7825156

[45] van Kessel, S.P. and El Aidy, S. (2019) Bacterial metabolites mirror altered gut microbiota composition in patients with Parkinson's disease. J. Parkinsons Dis., 9, S359–S370.3160970110.3233/JPD-191780PMC6839483

[46] Anandhan, A., Jacome, M.S., Lei, S., Hernandez-Franco, P., Pappa, A., Panayiotidis, M.I., Powers, R. and Franco, R. (2017) Metabolic dysfunction in Parkinson's disease: bioenergetics, redox homeostasis and central carbon metabolism. Brain Res. Bull., 133, 12–30.2834160010.1016/j.brainresbull.2017.03.009PMC5555796

[47] Exner, N., Lutz, A.K., Haass, C. and Winklhofer, K.F. (2012) Mitochondrial dysfunction in Parkinson’s disease: molecular mechanisms and pathophysiological consequences. EMBO J., 31, 3038–3062.2273518710.1038/emboj.2012.170PMC3400019

[48] Franco-Iborra, S., Cuadros, T., Parent, A., Romero-Gimenez, J., Vila, M. and Perier, C. (2018) Defective mitochondrial protein import contributes to complex I-induced mitochondrial dysfunction and neurodegeneration in Parkinson’s disease. Cell Death Dis., 9, 1122.3040511610.1038/s41419-018-1154-0PMC6221944

[49] Di Maio, R., Barrett, P.J., Hoffman, E.K., Barrett, C.W., Zharikov, A., Borah, A., Hu, X., McCoy, J., Chu, C.T., Burton, E.A. et al. (2016) Alpha-synuclein binds to TOM20 and inhibits mitochondrial protein import in Parkinson’s disease. Sci. Transl. Med., 8, 342ra378.10.1126/scitranslmed.aaf3634PMC501609527280685

[50] Sergi, D., Naumovski, N., Heilbronn, L.K., Abeywardena, M., O'Callaghan, N., Lionetti, L. and Luscombe-Marsh, N. (2019) Mitochondrial (dys)function and insulin resistance: from pathophysiological molecular mechanisms to the impact of diet. Front. Physiol., 10, 532.3113087410.3389/fphys.2019.00532PMC6510277

[51] Hancock, C.R., Han, D.H., Chen, M., Terada, S., Yasuda, T., Wright, D.C. and Holloszy, J.O. (2008) High-fat diets cause insulin resistance despite an increase in muscle mitochondria. Proc. Natl. Acad. Sci. USA, 105, 7815–7820.1850906310.1073/pnas.0802057105PMC2409421

[52] McAinch, A.J., Lee, J.S., Bruce, C.R., Tunstall, R.J., Hawley, J.A. and Cameron-Smith, D. (2003) Dietary regulation of fat oxidative gene expression in different skeletal muscle fiber types. Obes. Res., 11, 1471–1479.1469421110.1038/oby.2003.197

[53] Miller, W.C., Bryce, G.R. and Conlee, R.K. (1984) Adaptations to a high-fat diet that increase exercise endurance in male rats. J. Appl. Physiol. Respir. Environ. Exerc. Physiol., 56, 78–83.669333610.1152/jappl.1984.56.1.78

[54] Nemeth, P.M., Rosser, B.W., Choksi, R.M., Norris, B.J. and Baker, K.M. (1992) Metabolic response to a high-fat diet in neonatal and adult rat muscle. Am. J. Phys., 262, C282–C286.10.1152/ajpcell.1992.262.2.C2821539619

[55] Simi, B., Sempore, B., Mayet, M.H. and Favier, R.J. (1985) (1991) additive effects of training and high-fat diet on energy metabolism during exercise. J. Appl. Physiol., 71, 197–203.10.1152/jappl.1991.71.1.1971917743

[56] Turner, N., Bruce, C.R., Beale, S.M., Hoehn, K.L., So, T., Rolph, M.S. and Cooney, G.J. (2007) Excess lipid availability increases mitochondrial fatty acid oxidative capacity in muscle: evidence against a role for reduced fatty acid oxidation in lipid-induced insulin resistance in rodents. Diabetes, 56, 2085–2092.1751942210.2337/db07-0093

[57] Zhang, S., Hu, Z.W., Mao, C.Y., Shi, C.H. and Xu, Y.M. (2020) CHIP as a therapeutic target for neurological diseases. Cell Death Dis., 11, 727.3290812210.1038/s41419-020-02953-5PMC7481199

[58] Shin, Y., Klucken, J., Patterson, C., Hyman, B.T. and McLean, P.J. (2005) The co-chaperone carboxyl terminus of Hsp70-interacting protein (CHIP) mediates alpha-synuclein degradation decisions between proteasomal and lysosomal pathways. J. Biol. Chem., 280, 23727–23734.1584554310.1074/jbc.M503326200

[59] Tetzlaff, J.E., Putcha, P., Outeiro, T.F., Ivanov, A., Berezovska, O., Hyman, B.T. and McLean, P.J. (2008) CHIP targets toxic alpha-synuclein oligomers for degradation. J. Biol. Chem., 283, 17962–17968.1843652910.1074/jbc.M802283200PMC2936239

[60] Kalia, L.V., Kalia, S.K., Chau, H., Lozano, A.M., Hyman, B.T. and McLean, P.J. (2011) Ubiquitinylation of alpha-synuclein by carboxyl terminus Hsp70-interacting protein (CHIP) is regulated by Bcl-2-associated athanogene 5 (BAG5). PLoS One, 6, e14695.2135881510.1371/journal.pone.0014695PMC3040167

[61] Lowe, J., McDermott, H., Landon, M., Mayer, R.J. and Wilkinson, K.D. (1990) Ubiquitin carboxyl-terminal hydrolase (PGP 9.5) is selectively present in ubiquitinated inclusion bodies characteristic of human neurodegenerative diseases. J. Pathol., 161, 153–160.216615010.1002/path.1711610210

[62] Yasuda, T., Nihira, T., Ren, Y.R., Cao, X.Q., Wada, K., Setsuie, R., Kabuta, T., Wada, K., Hattori, N., Mizuno, Y. et al. (2009) Effects of UCH-L1 on alpha-synuclein over-expression mouse model of Parkinson’s disease. J. Neurochem., 108, 932–944.1914107910.1111/j.1471-4159.2008.05827.x

[63] Cartier, A.E., Ubhi, K., Spencer, B., Vazquez-Roque, R.A., Kosberg, K.A., Fourgeaud, L., Kanayson, P., Patrick, C., Rockenstein, E., Patrick, G.N. et al. (2012) Differential effects of UCHL1 modulation on alpha-synuclein in PD-like models of alpha-synucleinopathy. PLoS One, 7, e34713.2251465810.1371/journal.pone.0034713PMC3326048

[64] Kong, S.M., Chan, B.K., Park, J.S., Hill, K.J., Aitken, J.B., Cottle, L., Farghaian, H., Cole, A.R., Lay, P.A., Sue, C.M. et al. (2014) Parkinson’s disease -linked human PARK9/ATP13A2 maintains zinc homeostasis and promotes alpha-Synuclein externalization via exosomes. Hum. Mol. Genet., 23, 2816–2833.2460307410.1093/hmg/ddu099

[65] Tsunemi, T., Hamada, K. and Krainc, D. (2014) ATP13A2/PARK9 regulates secretion of exosomes and alpha-synuclein. J. Neurosci., 34, 15281–15287.2539249510.1523/JNEUROSCI.1629-14.2014PMC4228131

[66] Li, S., Nie, K., Zhang, Q., Guo, M., Qiu, Y., Li, Y., Gao, Y. and Wang, L. (2019) Macrophage migration inhibitory factor mediates neuroprotective effects by regulating inflammation, apoptosis and autophagy in Parkinson's disease. Neuroscience, 416, 50–62.3117048310.1016/j.neuroscience.2019.05.052

[67] Raider, K., Ma, D., Harris, J.L., Fuentes, I., Rogers, R.S., Wheatley, J.L., Geiger, P.C., Yeh, H.W., Choi, I.Y., Brooks, W.M. et al. (2016) A high fat diet alters metabolic and bioenergetic function in the brain: a magnetic resonance spectroscopy study. Neurochem. Int., 97, 172–180.2712554410.1016/j.neuint.2016.04.008PMC4900919

[68] Yamano, K., Matsuda, N. and Tanaka, K. (2016) The ubiquitin signal and autophagy: an orchestrated dance leading to mitochondrial degradation. EMBO Rep., 17, 300–316.2688255110.15252/embr.201541486PMC4772979

[69] Garten, A., Schuster, S., Penke, M., Gorski, T., de Giorgis, T. and Kiess, W. (2015) Physiological and pathophysiological roles of NAMPT and NAD metabolism. Nat. Rev. Endocrinol., 11, 535–546.2621525910.1038/nrendo.2015.117

[70] Johnson, S. and Imai, S.I. (2018) NAD (+) biosynthesis, aging, and disease. F1000Res, 7, 132.2974403310.12688/f1000research.12120.1PMC5795269

[71] Langston, J.W. (2017) The MPTP story. J. Parkinsons Dis., 7, S11–S19.2828281510.3233/JPD-179006PMC5345642

[72] Quansah, E., Peelaerts, W., Langston, J.W., Simon, D.K., Colca, J. and Brundin, P. (2018) Targeting energy metabolism via the mitochondrial pyruvate carrier as a novel approach to attenuate neurodegeneration. Mol. Neurodegener., 13, 28.2979350710.1186/s13024-018-0260-xPMC5968614

[73] Yoshino, J., Baur, J.A. and Imai, S.I. (2018) NAD(+) intermediates: the biology and therapeutic potential of NMN and NR. Cell Metab., 27, 513–528.2924968910.1016/j.cmet.2017.11.002PMC5842119

[74] Neumann, M., Kahle, P.J., Giasson, B.I., Ozmen, L., Borroni, E., Spooren, W., Muller, V., Odoy, S., Fujiwara, H., Hasegawa, M. et al. (2002) Misfolded proteinase K-resistant hyperphosphorylated alpha-synuclein in aged transgenic mice with locomotor deterioration and in human alpha-synucleinopathies. J. Clin. Invest., 110, 1429–1439.1243844110.1172/JCI15777PMC151810

[75] Andrews, S. (2010) FastQC A quality control tool for high throughput sequence data. www.bioinformatics.babraham.ac.uk/projects/fastqc/, in press.

[76] Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M. and Gingeras, T.R. (2013) STAR: ultrafast universal RNA-seq aligner. Bioinformatics, 29, 15–21.2310488610.1093/bioinformatics/bts635PMC3530905

[77] Love, M.I., Huber, W. and Anders, S. (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol., 15, 550.2551628110.1186/s13059-014-0550-8PMC4302049

[78] Leek, J.T., Johnson, W.E., Parker, H.S., Jaffe, A.E. and Storey, J.D. (2012) The sva package for removing batch effects and other unwanted variation in high-throughput experiments. Bioinformatics, 28, 882–883.2225766910.1093/bioinformatics/bts034PMC3307112

[79] Maze, I., Shen, L., Zhang, B., Garcia, B.A., Shao, N., Mitchell, A., Sun, H., Akbarian, S., Allis, C.D. and Nestler, E.J. (2014) Analytical tools and current challenges in the modern era of neuroepigenomics. Nat. Neurosci., 17, 1476–1490.2534991410.1038/nn.3816PMC4262187

[80] Srinivasan, K., Friedman, B.A., Larson, J.L., Lauffer, B.E., Goldstein, L.D., Appling, L.L., Borneo, J., Poon, C., Ho, T., Cai, F. et al. (2016) Untangling the brain's neuroinflammatory and neurodegenerative transcriptional responses. Nat. Commun., 7, 11295.2709785210.1038/ncomms11295PMC4844685

[81] Patro, R., Duggal, G., Love, M.I., Irizarry, R.A. and Kingsford, C. (2017) Salmon provides fast and bias-aware quantification of transcript expression. Nat. Methods, 14, 417–419.2826395910.1038/nmeth.4197PMC5600148

[82] Love, M.I., Soneson, C., Hickey, P.F., Johnson, L.K., Pierce, N.T., Shepherd, L., Morgan, M. and Patro, R. (2020) Tximeta: reference sequence checksums for provenance identification in RNA-seq. PLoS Comput. Biol., 16, e1007664.3209740510.1371/journal.pcbi.1007664PMC7059966

[83] Katz, Y., Wang, E.T., Airoldi, E.M. and Burge, C.B. (2010) Analysis and design of RNA sequencing experiments for identifying isoform regulation. Nat. Methods, 7, 1009–1015.2105749610.1038/nmeth.1528PMC3037023

[84] Wang, E.T., Sandberg, R., Luo, S., Khrebtukova, I., Zhang, L., Mayr, C., Kingsmore, S.F., Schroth, G.P. and Burge, C.B. (2008) Alternative isoform regulation in human tissue transcriptomes. Nature, 456, 470–476.1897877210.1038/nature07509PMC2593745

[85] Raudvere, U., Kolberg, L., Kuzmin, I., Arak, T., Adler, P., Peterson, H. and Vilo, J. (2019) g:Profiler: a web server for functional enrichment analysis and conversions of gene lists (2019 update). Nucleic Acids Res., 47, W191–W198.3106645310.1093/nar/gkz369PMC6602461

[86] Shannon, P., Markiel, A., Ozier, O., Baliga, N.S., Wang, J.T., Ramage, D., Amin, N., Schwikowski, B. and Ideker, T. (2003) Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res., 13, 2498–2504.1459765810.1101/gr.1239303PMC403769

[87] Wilcox, R.R. (2005) Introduction to Robust Estimation and Hypothesis Testing. Elsevier/Academic Press, Amsterdam, Boston.

[88] Langfelder, P., Zhang, B. and Horvath, S. (2008) Defining clusters from a hierarchical cluster tree: the dynamic tree cut package for R. Bioinformatics, 24, 719–720.1802447310.1093/bioinformatics/btm563

[89] Wetzels, R. and Wagenmakers, E.J. (2012) A default Bayesian hypothesis test for correlations and partial correlations. Psychon. Bull. Rev., 19, 1057–1064.2279802310.3758/s13423-012-0295-xPMC3505519

# Supplementary material for: Failure of diet-induced transcriptional adaptations in alpha-synuclein transgenic mice
**Source:** Hum Mol Genet. 2022 Aug 24;32(3):450–61. doi: 10.1093/hmg/ddac205
**Supplement:** SuppFigures_ddac205

Supplementary Figure 1

A

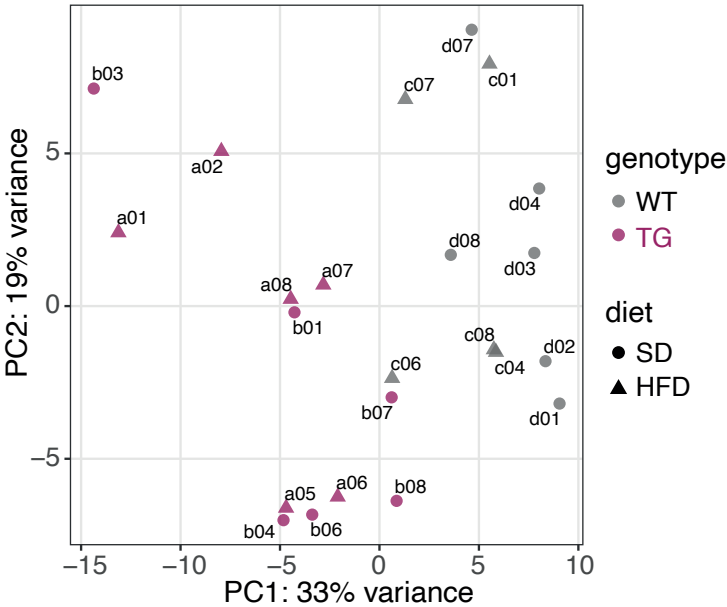

### **Supplementary Figure 1. Samples separate mainly according to genotype**

- (A) Principal component analysis of gene expression profiles for all brainstem samples. Axis percentages indicate variance explained by the first and second principle component.
- (B) Analogous to (A) for hippocampal samples.

Supplementary Figure 2

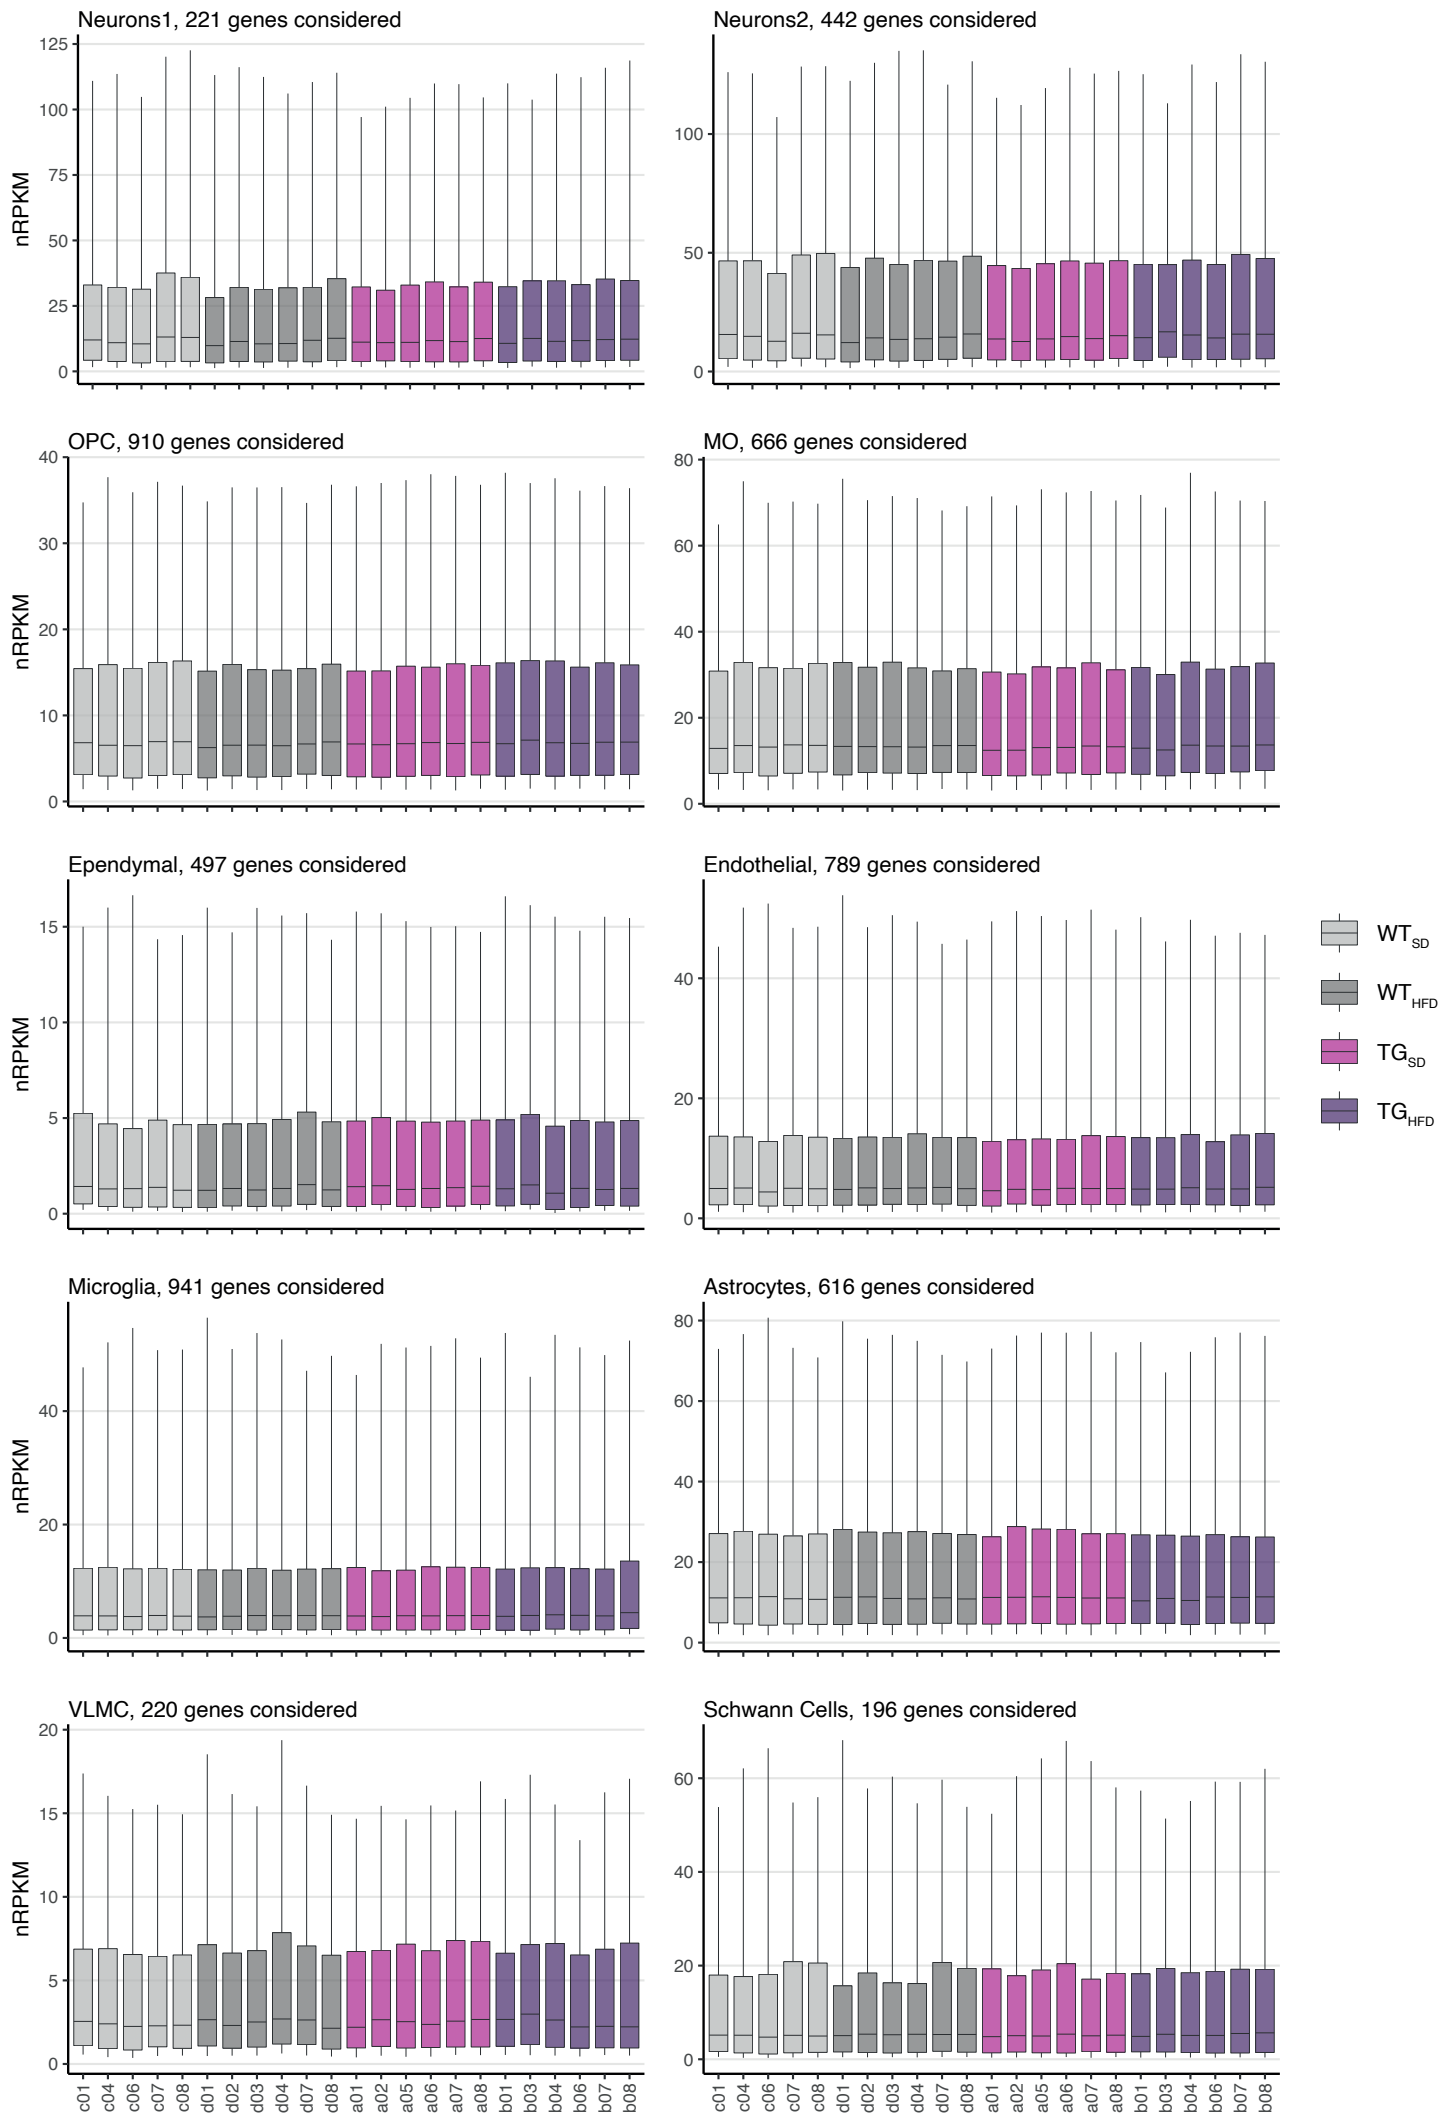

## **Supplementary Figure 2. Homogenous cell type-specific gene expression across brainstem samples**

Cell type-specific gene expression per sample for ten reference cell types in brainstem [1].

Boxplots show geometric mean as well as 10<sup>th</sup>, 25<sup>th</sup>, 75<sup>th</sup>, and 90<sup>th</sup> quantile of expression values for each cell type. Number of considered genes per cell type above each plot.

Supplementary Figure 3

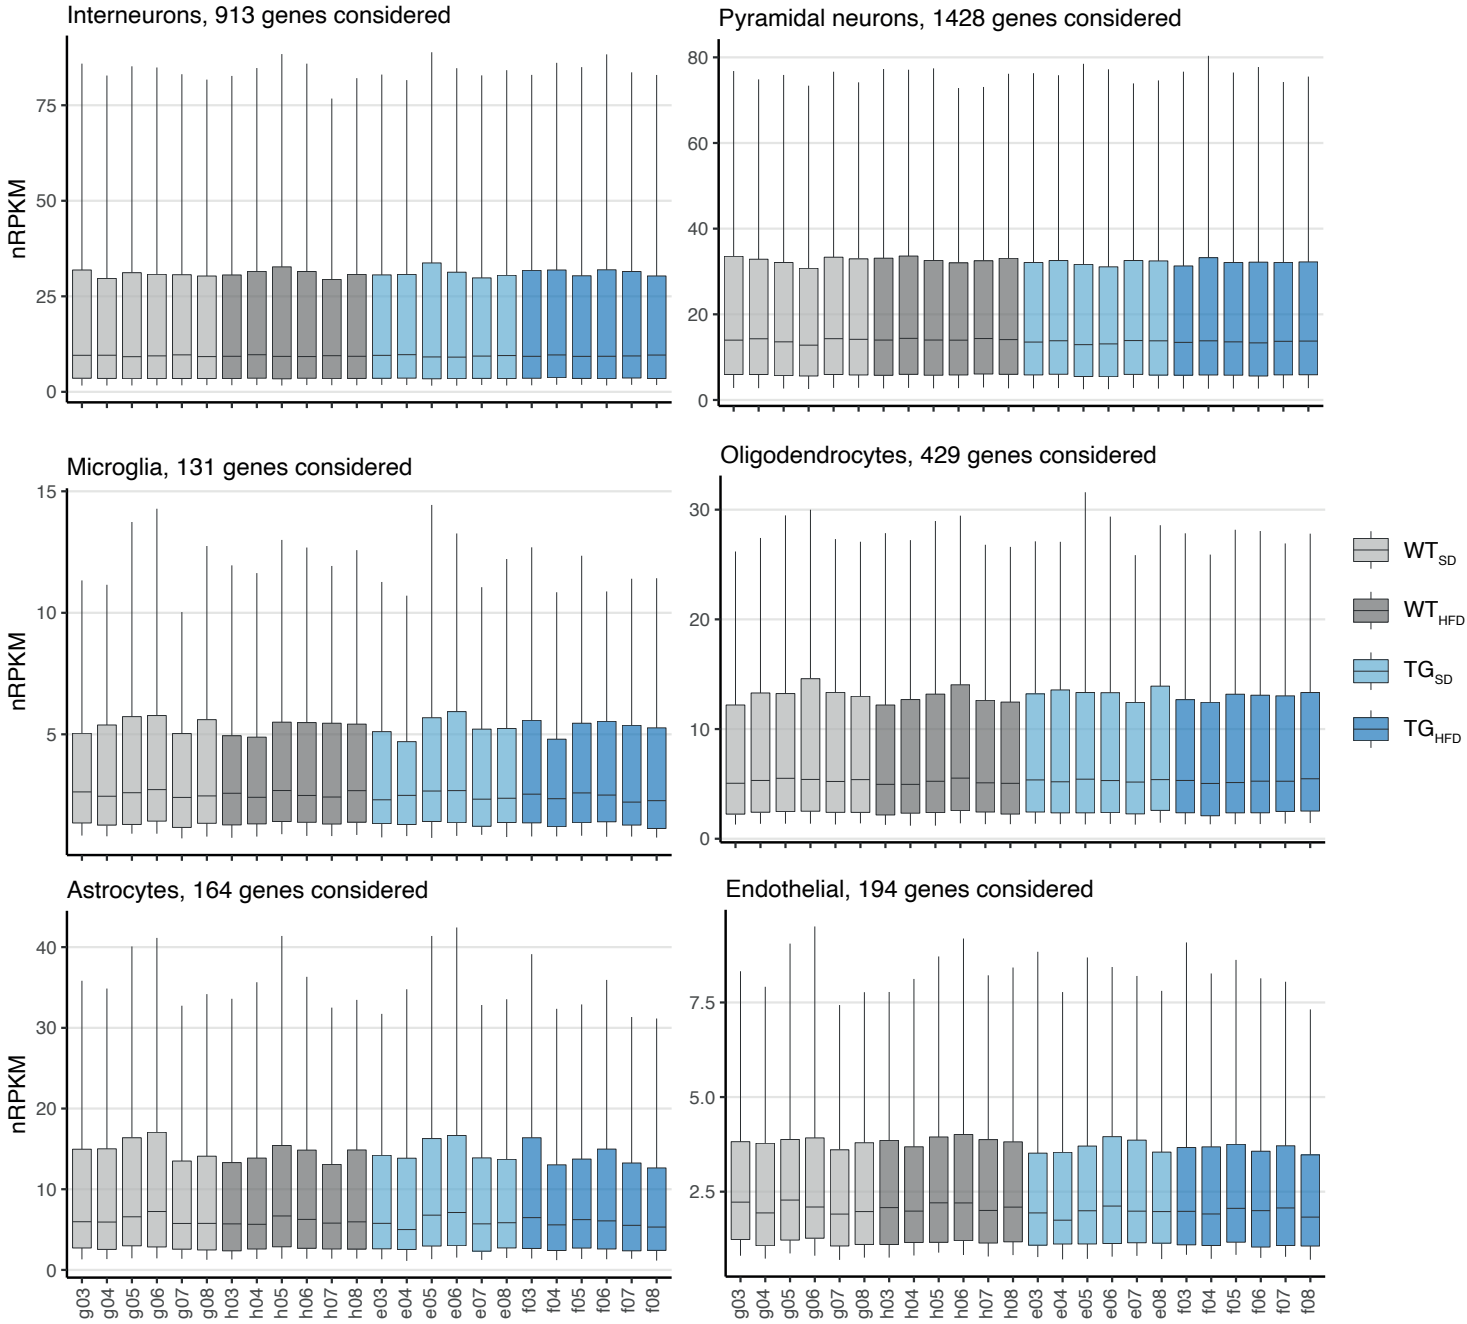

### **Supplementary Figure 3. Homogenous cell type-specific gene expression across hippocampal samples**

Cell type-specific gene expression per sample for six main cell types identified in hippocampus [2]. Boxplots show geometric mean as well as 10<sup>th</sup>, 25<sup>th</sup>, 75<sup>th</sup>, and 90<sup>th</sup> quantile of expression values for each cell type. Number of considered genes per cell type above each plot.

Supplementary Figure 4

A

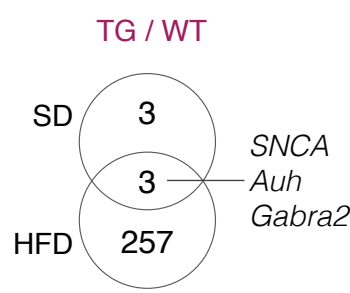

B

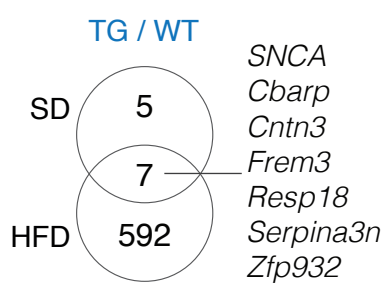

C

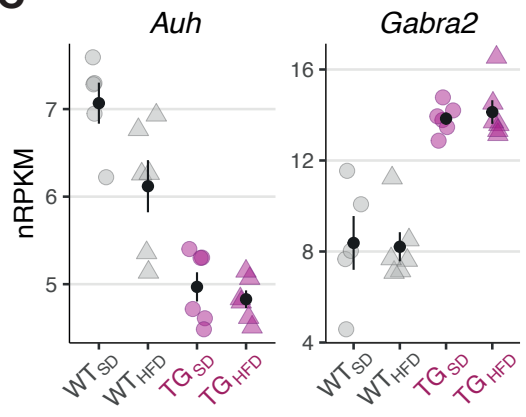

D

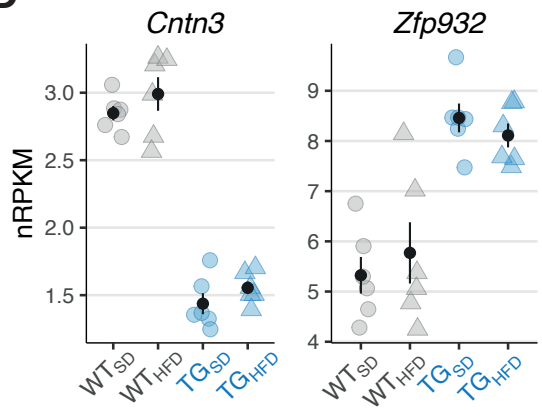

E

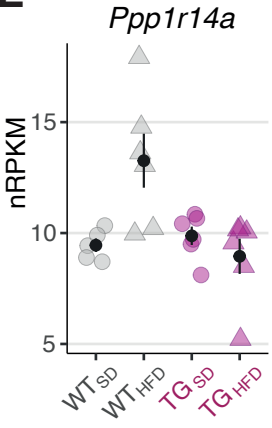

F

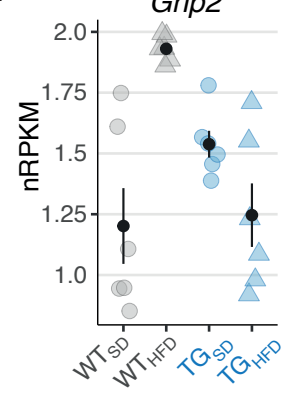

**Supplementary Figure 4. Few genes show differential expression in TG mice independent of diet**

- (A) Venn diagram comparing DEGs identified in TG mice under standard and high fat diet in brainstem. Four common DEGs labeled.
- (B) Analogous to (A) for DEGs in hippocampus. Eight shared genes labeled.
- (C) Expression levels as normalized reads per kilobase per million (nRPKMs) for *Auh* and *Gabra2* across experimental groups in brainstem plotted as individual data points with mean  $\pm$  SEM.
- (D) Expression levels for *Cntn3* and *Zfp932* across experimental groups in hippocampus plotted as individual data points with mean  $\pm$  SEM.
- (E) Expression levels for *Ppp1r14a* identified with significant interaction between genotype and diet in brainstem plotted as individual data points with mean  $\pm$  SEM.
- (F) Expression levels for *Grip2* identified with significant interaction between genotype and diet in hippocampus plotted as individual data points with mean  $\pm$  SEM.

# Supplementary Figure 5

**A**

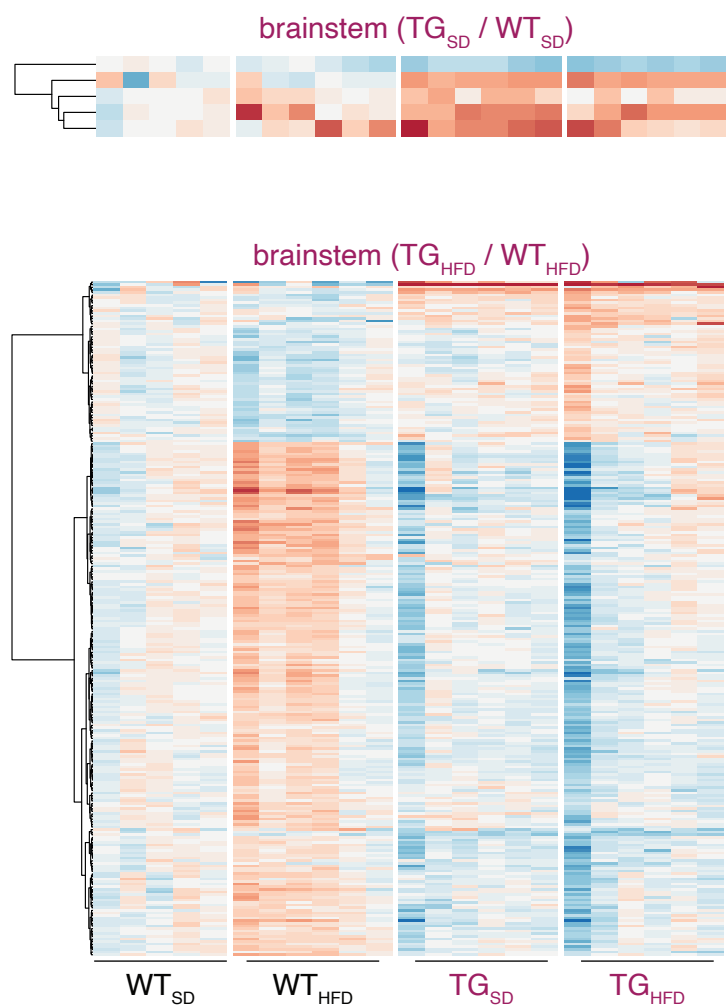

1.5  
1  
0.5  
0  
-0.5  
-1  
-1.5  
log<sub>2</sub>FC

**B**

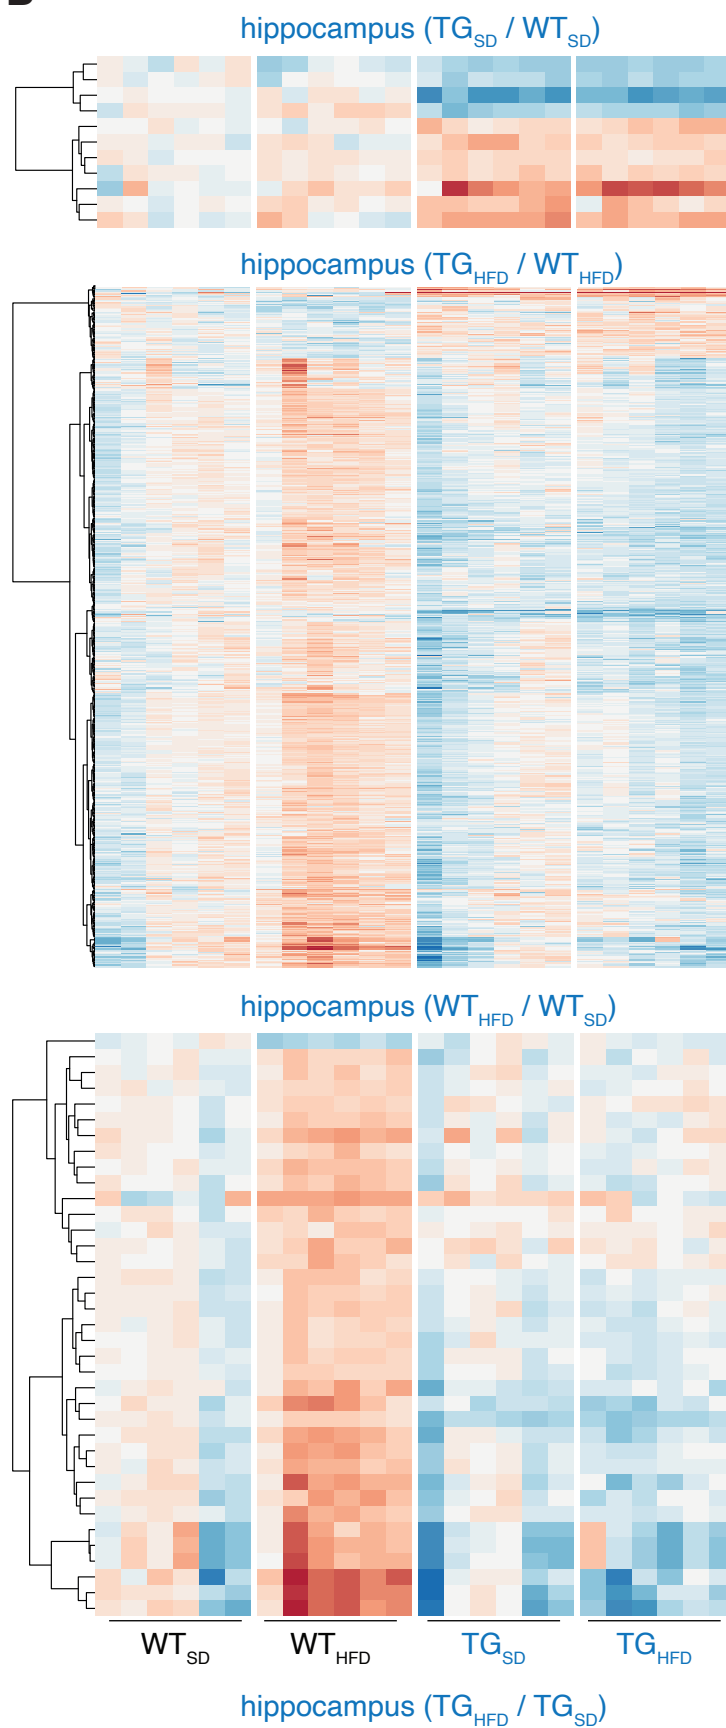

hippocampus (TG<sub>HFD</sub> / TG<sub>SD</sub>)

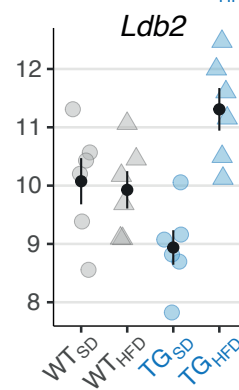

### Supplementary Figure 5. Heatmaps for DEGs in each contrast

- (A) Heatmap of hierarchically clustered expression profiles ( $\log_2$  expression change relative to WT<sub>SD</sub>) of DEGs for each contrast in brainstem across all experimental groups.
- (B) Analogous to (A) for hippocampus, one additional DEG in TG<sub>HFD</sub>/TG<sub>SD</sub> plotted individually.

# Supplementary Figure 6

**A**

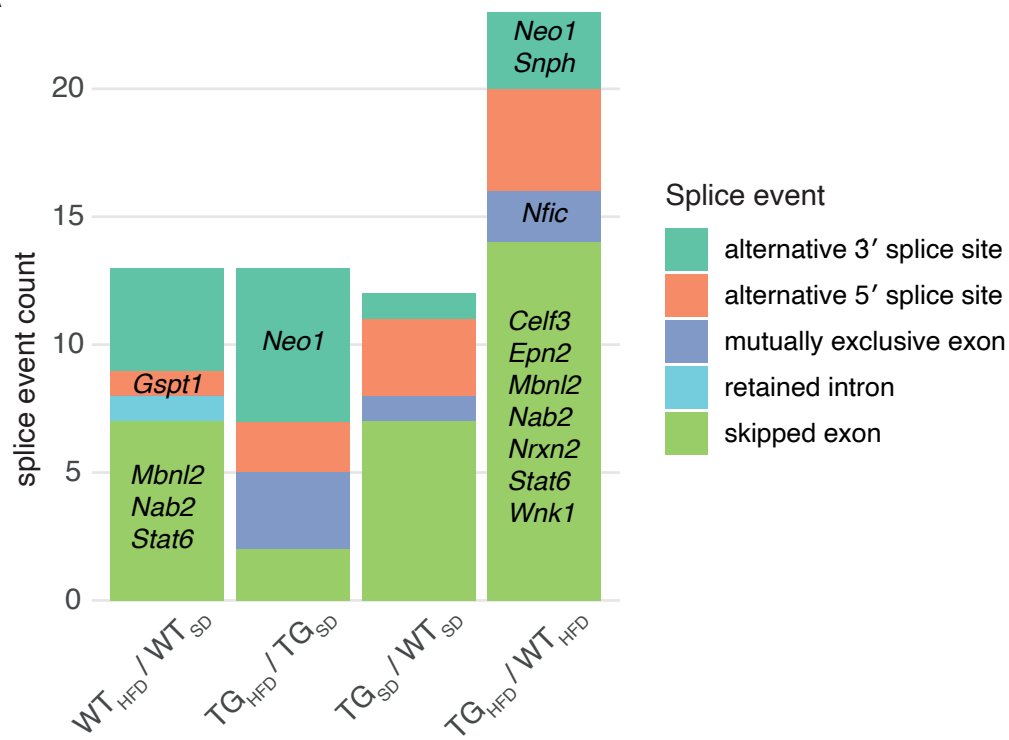

**C**

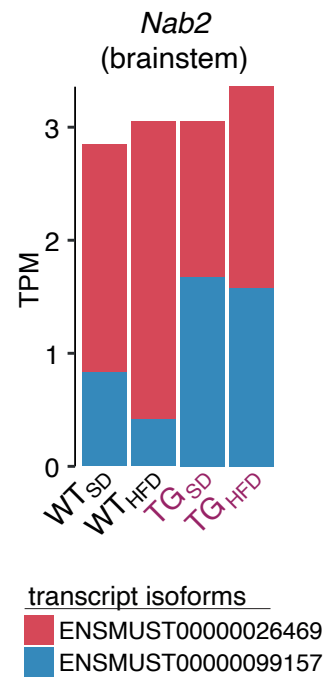

**B**

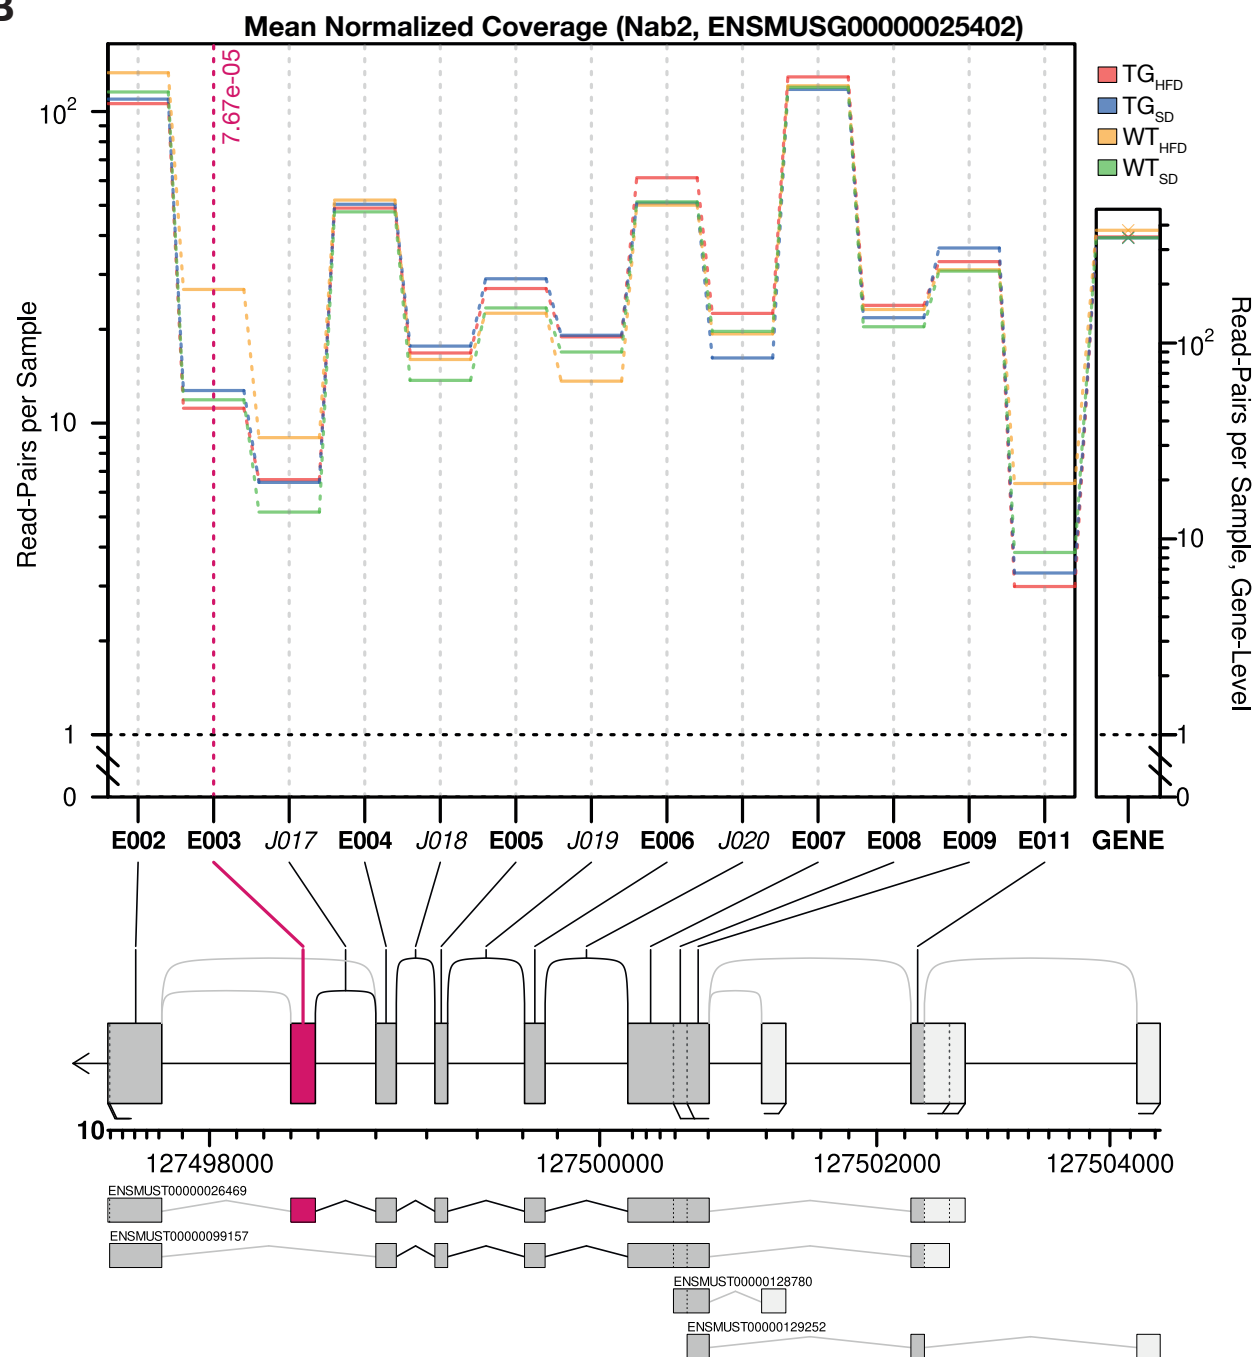

**Supplementary Figure 6. MISO and JunctionSeq analyses identify genotype-diet dependent changes of splicing and transcript isoforms**

- (A) Number of splice events in hippocampal samples identified by *MISO*. Types of alternative splicing color-coded per primary contrast. Gene names shown for candidates also identified by *JunctionSeq*.
- (B) Transcript isoform-specific expression levels of *Nab2* in brainstem samples across experimental groups. Plotted are mean transcripts per million (TPM) values per group obtained with *Salmon*.
- (C) Mean normalized read coverage of all exonic and splice junction parts along the *Nab2* locus as per *JunctionSeq* analysis. Significantly altered entities highlighted. Lower part shows structure of all and affected transcript isoforms.

**Supplementary Figure 7**

**Consensus gene dendrogram and module colors**

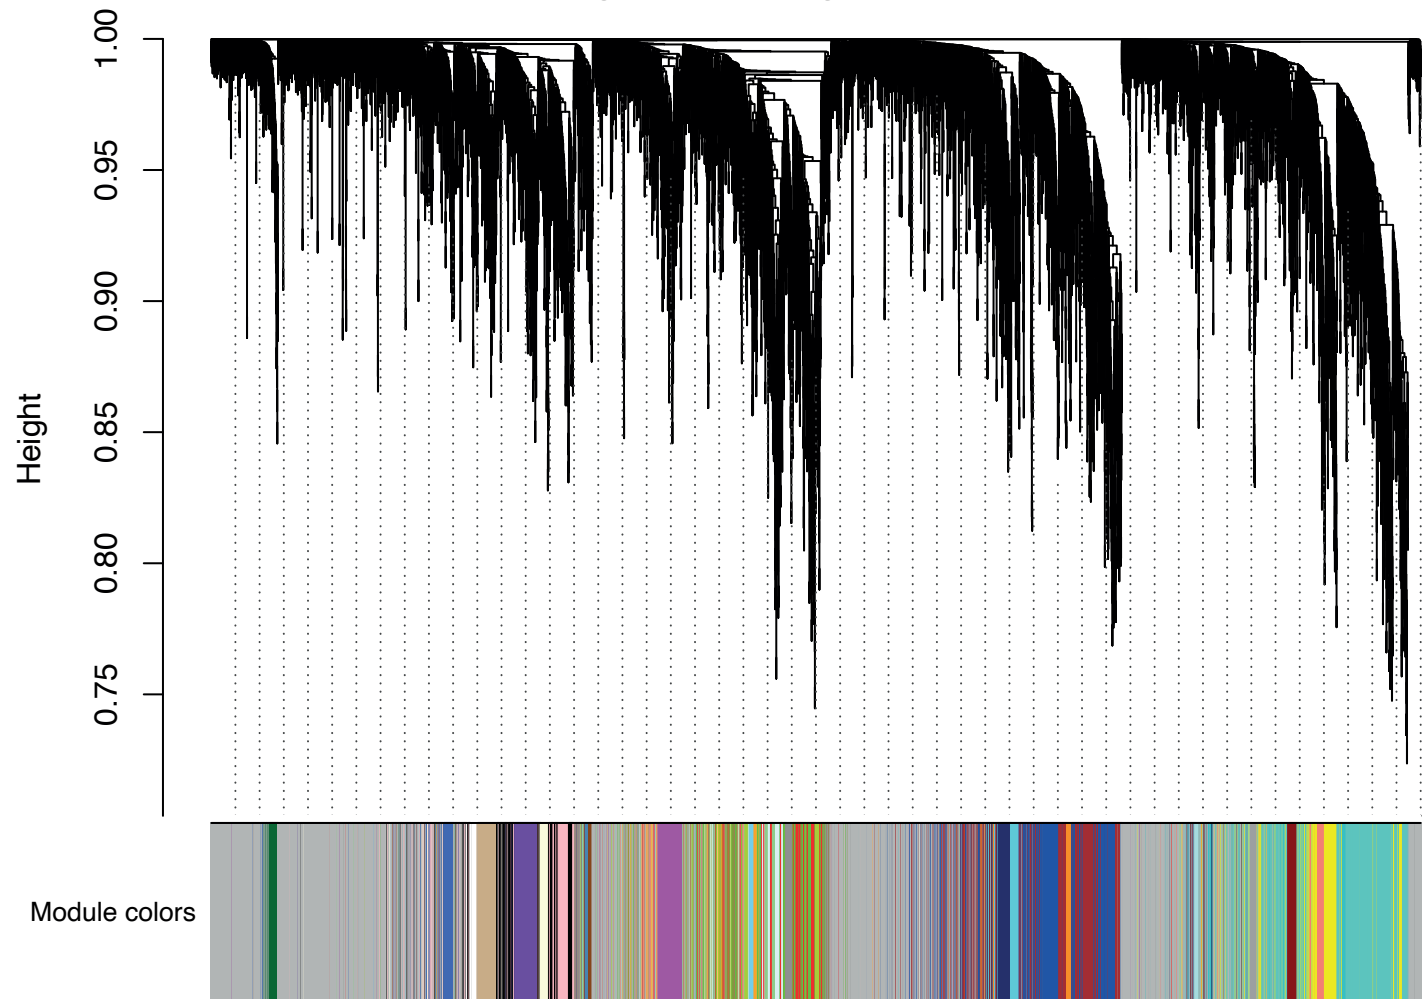

### Supplementary Figure 7. Consensus WGCNA analysis identifies 32 modules

Representation of the hierarchical gene clustering tree leading to 32 modules of co-expressed genes. Leaves correspond to genes, and height reflects their closeness. Lower panel shows colors assigned to each module by the *Dynamic Tree Cut* and modules assigned consecutive to the *Merged Dynamic* method using a dissimilarity threshold of 0.1.

1. Liu, W., et al., *Single-cell RNA-seq analysis of the brainstem of mutant SOD1 mice reveals perturbed cell types and pathways of amyotrophic lateral sclerosis*. Neurobiol Dis, 2020. **141**: p. 104877.
2. Zeisel, A., et al., *Brain structure. Cell types in the mouse cortex and hippocampus revealed by single-cell RNA-seq*. Science, 2015. **347**(6226): p. 1138-42.

How the deposited data were processed for this re-analysis (not part of the article)

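Gene expression was measured by RNA sequencing in brainstem and hippocampus of WT and TG mice on SD or HFD, in 23 libraries of brainstem and 24 of hippocampus. Every library was mapped to its region, genotype, diet and replicate number from its label, and no library was left out. The authors aligned the reads with STAR to a reference genome, and deposited a count of reads per gene and library, without normalization. The values were checked to be whole numbers with a different total in each library. How reads were assigned to genes is not stated in the paper's text, so genes with near-identical copies are reported as uncertain. Gene symbols, GC content and transcript length came from the GENCODE annotation of GRCm38, matched by Ensembl identifier. That annotation is of another build than the one the reads were aligned to, so no coordinates are given. GC content and length had a value for all tested genes except 21 in brainstem and 18 in hippocampus.

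All computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1, sva 3.50.0 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Genes with a mean count of at least 50 over the libraries of a region were tested. Counts were normalized with TMM, and dispersions and the quasi-likelihood test were taken from edgeR, with the 4 groups of a region in 1 model. The number of surrogate variables came from the permutation method of sva's num.sv, and the variables from svaseq with genotype, diet and their interaction as the full model. This number was estimated anew under each alternative, apart from those that fix it and from leaving out libraries, where 4 were kept. The other method of num.sv, by Leek, returned 0 in both regions. P values were adjusted by the Benjamini-Hochberg method over the tested genes of a contrast. Log2 CPM used a prior count of 2. Means over gene lists were computed per library and compared by two-sided exact permutation tests of group means. Interactions were tested by permuting diet labels within each genotype. Gene lists were also tested with camera and fry of limma.

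Genes named in the text were chosen by a rule: every gene that the paper names from these data, and for each region and primary contrast the 3 genes with the largest absolute log2 fold change among DEGs whose normalized counts do not overlap between the 2 groups. This rule, the tests, the thresholds and the first set of alternatives were fixed before the data were examined. Alternatives of that set were DESeq2 in place of edgeR, RLE in place of TMM normalization, 0, 1 or 2 surrogate variables, a total count of at least 50 or edgeR's filterByExpr as the filter, no fold threshold, corrections for GC content or transcript length, the replicate number as a block, only the 2 groups compared in the model, and each library left out in turn. Added after seeing the data were 3 surrogate variables, DESeq2 with 0, 1 or 2 surrogate variables, the GC and length corrections without surrogate variables, values without 2 DEGs, and the default Bayes factor of a correlation for modules. The GC and length corrections fitted a loess curve of each library's log2 deviation from the mean library on that property and added it to the model as an offset.

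Clusters were formed by k-means with 2 centres on log2 ratios to the WT_SD_ mean. The consensus network used biweight midcorrelation, a signed hybrid network with a power of 8, and the minimum of the topological overlap over 4 sets, each scaled at its 0.95 quantile. Modules held at least 30 genes and were merged at an eigengene correlation of 0.9. Lists of nuclear OXPHOS subunit genes, mitochondrially encoded genes, and mitochondrial and cytosolic ribosomal protein genes were taken by gene symbol. The GC slope of a library is the slope of its log2 deviations from the mean library on GC content, per 10% of GC content.

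The model was tested on simulated counts in which 200 genes of each region, drawn at random, were changed in TG_HFD_, as many raised as lowered. Without a GC trend it recovered 90% of them in brainstem and 92.5% in hippocampus, with 2 false DEGs in each region and 0 in the wrong direction, where num.sv returned 0 surrogate variables. With the GC trend of each library added to the simulation, num.sv returned 2, and the model recovered 84.5% and 86%, with 15 and 9 false DEGs, where the model without surrogate variables recovered 85% and 92.5% with 32 and 225 false DEGs, and the GC correction, for which num.sv returned 0, recovered 93.5% and 93% with 8 and 11. With the number fixed at 4, as in the real data, the model recovered 84% and 91.5% with 8 and 3 false DEGs without the trend, and 83% and 86.5% with 18 and 8 with it. A shift of many GC-rich genes in the same direction was not simulated. These shares therefore do not show how much of such a shift the surrogate variables would remove. The module construction recovered 200 of 200 simulated module genes and placed 1019 others in modules. It returned 19 modules where 4 were simulated, so the number of modules it gives can far exceed the true one. Depth limits the precision of low counts, and the median standard error of a log2 fold change lay between 0.0589 and 0.107 over the contrasts. Enrichment of pathways, splicing, the estimate of cell-type shares from a single-cell reference, and body weights were not analysed here, because gene counts and symbols do not carry them. Results that need certain genes are not reported here.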

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

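In this part, the tests on *Gabra2* in WT mice and on genes that neighbour *Gm15446* were chosen only after the result was seen.

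Values of single libraries were compared with those of the other libraries in their group. A library counted as far from the others when its gap to the nearest, divided by the range of the group, exceeded Dixon's 95% critical value. This held for 23 of 296 sets of values, where 14.8 are expected by chance. In brainstem, TG_HFD_ replicate 3 had the lowest mean of oligodendrocyte markers in its group (9.10 on the log2 CPM scale), the highest of Schwann cell markers (0.98) and the lowest normalized count of *Ppp1r14a* (89.5). WT_SD_ replicate 6 of brainstem had, within its group, the lowest means of neuron markers (8.95) and of markers of oligodendrocyte precursor cells (3.99), and the lowest count of *Thy1* (6022). TG_SD_ replicate 1 of brainstem had, within its group, the lowest GC slope (−0.295) and the lowest mean of mural and vascular leptomeningeal cell markers (4.47). Further markers were far from their group in brainstem TG_HFD_ replicate 4 (ependymal, −0.0108), in hippocampus TG_SD_ replicate 6 (neuron, 8.75), TG_HFD_ replicate 3 (neuron, 8.72) and WT_HFD_ replicate 7 (mural and vascular leptomeningeal, 4.35), all lowest in their group, and in hippocampus WT_HFD_ replicate 5 (endothelial, 4.99), the highest. Single genes far from their group were *Serpina3n* in brainstem TG_HFD_ replicate 8 (818.3 normalized counts) and hippocampus WT_HFD_ replicate 6 (744), *Ndufa2* in brainstem WT_SD_ replicate 7 (462), and *Auh* in hippocampus TG_SD_ replicate 5 (438.3). Neither a technical nor a biological explanation was tested for these single values. The design names no condition that sets these libraries apart within their groups.

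*Gabra2* was far from its group in WT_HFD_ replicate 1 of brainstem (1080 normalized counts) and TG_HFD_ replicate 4 of hippocampus (4330). It also spread more among WT than among TG mice. A candidate explanation is a strain variant that segregates among WT mice, which would lower or raise *Gabra2* in both regions of the same mouse. In 8 pairs of WT libraries with the same diet and number, deviations from the group means went together between regions (Pearson's r 0.969, two-sided permutation p = 0.00701; Spearman's rho 0.857, permutation p = 0.021). Without the 2 pairs farthest from the median, r was 0.749. In 9 pairs of TG libraries r was −0.138 (permutation p = 0.744; rho −0.183, permutation p = 0.672), and 0.773 without the 2 pairs farthest from the median. The difference between genotypes was not tested. That equal numbers stand for the same mouse is an assumption. Any other difference between mice that reaches both regions stays open as well. Litter, by which the paper randomized mice to diets, and cage are such differences, and neither was tested, since the labels do not give them.

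*Gm15446* (ENSMUSG00000090015), which the paper does not name, was higher in TG than in WT mice of both regions on both diets. In brainstem it had 417 ± 41.0 normalized counts in TG_SD_ (SD, n = 6) against 139 ± 54.7 in WT_SD_ (SD, n = 5), a log2 fold change of 1.58 (SE 0.172, edgeR adjusted p = 2.72e-06), and 362 ± 34.7 in TG_HFD_ against 124 ± 56.6 in WT_HFD_ (SD, n = 6 each), a log2 fold change of 1.77 (SE 0.213, adjusted p = 2.05e-05). In hippocampus it had 377 ± 28.9 in TG_SD_ against 117 ± 56.9 in WT_SD_, a log2 fold change of 1.70 (SE 0.228, adjusted p = 4.62e-05), and 362 ± 22.6 in TG_HFD_ against 144 ± 103 in WT_HFD_, a log2 fold change of 1.39 (SE 0.285, adjusted p = 0.0188, SD and n = 6 each). All 6 TG libraries lay above every WT library in each comparison, except for 4 of 6 in hippocampus on HFD. There, WT_HFD_ replicate 6 had 352.4 normalized counts, far from the other WT_HFD_ libraries. Libraries of *Gm15446* were also far from their group in WT_HFD_ replicate 1 of brainstem (233.9) and in WT_SD_ replicate 3 (226.5) and TG_HFD_ replicate 7 (405.7) of hippocampus. When single libraries were left out, *Gm15446* stayed a DEG in all fits of 3 of the comparisons and in 8 of 12 in hippocampus on HFD, where it was lost without WT_HFD_ replicate 8 (log2 fold change 0.98, adjusted p = 0.0689) or TG_HFD_ replicate 6 (1.28, adjusted p = 0.0614), 7 (1.28, adjusted p = 0.0698) or 8 (1.41, adjusted p = 0.0643). TG and WT mice came from separate colonies, so a strain variant against the reference between the colonies could give the same values in every TG library. Neighbouring DEGs would point to such a variant: among 46 genotype DEGs, 2 pairs lay within 1000000 bases of each other, *Gm15446* with *Zfp932* and *Gm10095* with *Gstz1*, both pairs named after their values were seen, where 1.52 pairs are expected (permutation p = 0.443, one-sided). Too few pairs were found to decide, so colony and genotype cannot be told apart for *Gm15446* and *Zfp932*. An effect of the genotype itself stays open, untested.

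*Car12* (ENSMUSG00000032373), chosen after its values were seen, is another gene that the paper does not name and that was a DEG on both diets in hippocampus. It had 563 ± 35.3 normalized counts in TG_SD_ against 455 ± 64.3 in WT_SD_, a log2 fold change of 0.38 (SE 0.064, edgeR adjusted p = 0.00243, 6 of 6 TG_SD_ libraries above every WT_SD_ library), and 577 ± 40.4 in TG_HFD_ against 484 ± 28.3 in WT_HFD_, a log2 fold change of 0.40 (SE 0.082, adjusted p = 0.0188, 5 of 6 above; SD and n = 6 each). On SD, *Car12* was called in 9 of 12 fits that left out 1 library, and not without WT_SD_ replicate 3 (log2 fold change 0.35, adjusted p = 0.0546), 6 (0.23, adjusted p = 0.342) or 8 (0.32, adjusted p = 0.0601). On HFD it was called in 8 of 12, and not without WT_HFD_ replicate 8 (adjusted p = 0.066) or TG_HFD_ replicate 5 (0.0573), 6 (0.0649) or 8 (0.129). Over the alternatives, its adjusted p lay between 5.42e-05 and 0.23 on SD and between 0.00234 and 0.127 on HFD. It was called in 10 of 18 alternatives on SD and in 4 of 18 on HFD, where its log2 fold change fell to 0.224 at the lowest. After the GC correction, its log2 fold change was 0.36 on SD (adjusted p = 0.0318) and 0.39 on HFD (adjusted p = 0.0565). This does not decide on a GC content trend. With 4 surrogate variables, log2 fold changes had almost no relation to GC content left (Spearman's rho −0.016 on SD and 0.018 on HFD). Other technical explanations and an effect of the genotype or of the colony stay open as well, untested.

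*Zfp382* (ENSMUSG00000074220), chosen after its values were seen, was the 1 gene of brainstem whose response to diet differed between genotypes. Its interaction term was −1.36 on the log2 scale (SE 0.236, edgeR adjusted p = 0.0466), with 35.8 ± 3.78 normalized counts in WT_SD_ (SD, n = 5), 52.2 ± 17.7 in WT_HFD_, 75.6 ± 17.0 in TG_SD_ and 54.8 ± 17.8 in TG_HFD_ (SD, n = 6 each). Over the alternatives, its adjusted p lay between 0.00448 and 0.88 and was at most 0.05 in 3 of 17, and it passed 0.05 in 5 of the 23 fits that left out 1 library. In 100 regroupings of the libraries, the real grouping included, 53 gave 1 or more interaction DEGs, so a single call is what regrouping gives. No biological explanation was pursued for a call at this level.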

How the results depend on the processing

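Alternatives added only after the results were seen are 3 surrogate variables, DESeq2 with 0, 1 or 2 surrogate variables, the GC and transcript length corrections without surrogate variables, values without 2 DEGs, and a Bayes factor for modules.

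Of the 42 results that answer a comparison, 17 kept their direction and their side of the threshold under every alternative tried for them other than leaving out libraries, and over all 42, 169 of 293 values did. Among those that did were the separation of genotypes on the first principal component of hippocampus and the lower mean of the network genes in TG_HFD_ than in WT_HFD_ of both regions, which in brainstem had an exact p above 0.05 in 4 of the 12 fits that left out 1 library. The cause of the changes given here was not tested, except where no fold threshold is applied. The number of surrogate variables was estimated anew in each setting that does not fix it, and settings in which it was not 4 change it together with what they name: RLE normalization (3 in brainstem), a total count of at least 50 (5 in brainstem, 6 in hippocampus), the replicate block (2 in brainstem), the GC correction with or without the block (3 in brainstem, 5 in hippocampus), the transcript length correction (5 in hippocampus), and a model of only the 2 groups compared (2 or 3, apart from 4 for WT_HFD_/WT_SD_ in hippocampus).

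For TG_HFD_/WT_HFD_ in brainstem, the tool changed the number of DEGs most. There, edgeR called 5 with 0 and with 1 surrogate variable, and DESeq2 called 87 and 100. For the same contrast in hippocampus, surrogate variables changed the number most. Without them, edgeR called 4 DEGs for TG_SD_/WT_SD_, 0 for TG_HFD_/TG_SD_ and 0 for the interaction in brainstem, and 515 for TG_HFD_/WT_HFD_ in hippocampus. With 1 surrogate variable these were 4, 0, 0 and 614, and WT_HFD_/WT_SD_ in hippocampus had 23. With 2, brainstem had 25 DEGs for TG_HFD_/WT_HFD_, 8 for TG_HFD_/TG_SD_ and 0 for the interaction, and hippocampus 634 for TG_HFD_/WT_HFD_ and 31 for WT_HFD_/WT_SD_. With 3, the interaction in brainstem had 0. The alternatives with fewer surrogate variables kept 4 of the 19 DEGs of TG_SD_/WT_SD_ in brainstem with 0 or 1, and 15 with 2. The correlation of fold changes between the regions moved to a Pearson r of 0.651 and a Spearman rho of 0.487 without surrogate variables (0.491 and 0.486 without 2 DEGs), and to 0.532 and 0.173 with the GC correction in their place. With 4 surrogate variables but without these 2 DEGs, r was 0.042. Over genes with a mean count of at least 500, r was 0.861 and rho 0.13. Without surrogate variables, Spearman's rho of log2 fold change with GC content was −0.603 in brainstem and −0.617 in hippocampus, the latter reversed, and −0.568 and −0.612 when transcript length was corrected as well. The genotype difference on the first principal component of brainstem was −3.95 without 2 DEGs.

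With DESeq2's size factors and Wald test and 4 surrogate variables, brainstem had 1 DEG for WT_HFD_/WT_SD_ and 0 for TG_HFD_/TG_SD_, and hippocampus 3 for WT_HFD_/WT_SD_, 2 for TG_HFD_/TG_SD_ and 1 for the interaction. With 0, 1 and 2 surrogate variables, DESeq2 called 7, 9 and 20 DEGs for TG_SD_/WT_SD_ and 87, 100 and 26 for TG_HFD_/WT_HFD_ in brainstem, 0, 1 and 1 for WT_HFD_/WT_SD_, 0, 0 and 9 for TG_HFD_/TG_SD_, and 0, 1 and 19 for the interaction. In hippocampus it called 13, 3 and 3 for TG_SD_/WT_SD_, 550, 622 and 629 for TG_HFD_/WT_HFD_, 17, 71 and 75 for WT_HFD_/WT_SD_, 1 in each for TG_HFD_/TG_SD_, and for the interaction 1 without surrogate variables. The DEGs of DESeq2 without surrogate variables gave larger clusters of 64 genes in brainstem and 498 in hippocampus, whose TG_HFD_/WT_HFD_ difference in the other region was −0.30, reversed as in brainstem itself, where it follows from the choice of genes, and −0.31, and 23 shared DEGs. RLE in place of TMM normalization, with 3 surrogate variables in brainstem, gave 0 interaction DEGs there, as TMM with 3 did, and changed no other of these numbers by more than 1.5 times.

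Without a fold threshold, there were 33 DEGs for TG_SD_/WT_SD_ and 12 for TG_HFD_/WT_HFD_ in brainstem and 21 for TG_SD_/WT_SD_ in hippocampus, since genes with small changes are counted too. A total count of at least 50 as the filter, with more genes and more surrogate variables, gave 10 DEGs for TG_HFD_/TG_SD_ in brainstem, and in hippocampus 5 for WT_HFD_/WT_SD_, 4 for TG_HFD_/TG_SD_ and 5 for the interaction. With filterByExpr, TG_HFD_/TG_SD_ and the interaction in brainstem had 0, and WT_HFD_/WT_SD_ in hippocampus had 4. In a model of only the 2 groups compared, brainstem had 1 DEG for WT_HFD_/WT_SD_ and 0 for TG_HFD_/TG_SD_, and hippocampus 258 for TG_HFD_/WT_HFD_ and 2 for TG_HFD_/TG_SD_.

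With the GC correction, brainstem had 16 DEGs for TG_HFD_/WT_HFD_, 1 for WT_HFD_/WT_SD_ and 0 for the interaction, and hippocampus 2 for TG_HFD_/TG_SD_. The network genes of brainstem then had a diet difference of 0.14 in WT, no longer past the threshold, and of −0.007 in TG, reversed. With the transcript length correction, brainstem had 1 DEG for WT_HFD_/WT_SD_ and 0 for TG_HFD_/TG_SD_, and hippocampus 15 for TG_HFD_/WT_HFD_. The GC correction without surrogate variables gave 4 DEGs for TG_SD_/WT_SD_, 0 for TG_HFD_/TG_SD_ and 0 for the interaction in brainstem, and 8 for TG_SD_/WT_SD_ and 81 for TG_HFD_/WT_HFD_ in hippocampus. The transcript length correction without surrogate variables gave 4, 0 and 0, with 14 for TG_HFD_/WT_HFD_, in brainstem, and 546 for TG_HFD_/WT_HFD_ in hippocampus.

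Replicate numbers are shared between groups. Deviations of same-numbered libraries in different groups of a region had a mean correlation of 0.0431 over 26 pairs in brainstem, against −0.00521 for other pairs (one-sided permutation p = 0.178), and of 0.108 over 36 pairs in hippocampus, against −0.0216 (p = 0.0019). Of these pairs, 10 and 15 were above 0.1. The labels do not say what a number stands for, and not every pair deviated together, so the samples were not treated as paired. With the replicate number as a block, brainstem had 10 DEGs for TG_SD_/WT_SD_, 8 for TG_HFD_/WT_HFD_, 0 for WT_HFD_/WT_SD_, 1 for TG_HFD_/TG_SD_ and 0 for the interaction, and hippocampus 16, 14, 0, 0 and 0. With the block and the GC correction these were 13, 5, 0, 1 and 0 in brainstem and 13, 19, 1, 0 and 0 in hippocampus. For *Nab2* in hippocampus, the block gave log2 fold changes of 0.11 for TG_HFD_/WT_HFD_ and −0.04 for WT_HFD_/WT_SD_, and the block with the GC correction 0.12 and 0.033, the last reversed. For *5730419F03Rik* in TG_HFD_/TG_SD_ of brainstem, the block gave 2.03, reversed.

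The small differences of *Nab2* in hippocampus changed sign often, and none passed the threshold of a DEG. For TG_HFD_/WT_HFD_, the log2 fold change was −0.298 with 0, 1 or 2 surrogate variables, −0.06 and −0.279 with the GC and transcript length corrections without surrogate variables, −0.292, −0.292 and −0.291 with DESeq2 and 0, 1 and 2 surrogate variables, and −0.12 with only the 2 groups compared. For WT_HFD_/WT_SD_ it was 0.223, 0.222 and 0.213 with 0, 1 and 2 surrogate variables, 0.009 with 3, 0.013 with the GC correction, 0.079 and 0.208 with the corrections without surrogate variables, and 0.218, 0.216 and 0.206 with DESeq2. Other values that reversed were *5730419F03Rik* in TG_HFD_/TG_SD_ of brainstem (3.82 with DESeq2's size factors and Wald test, 0.27 and 5.54 with DESeq2 and 1 and 2 surrogate variables, 4.96 with only the 2 groups compared) and, with the GC correction, normalized counts in TG_SD_/WT_SD_ of *Cox6a1* in brainstem (0.076) and of *Stub1* (0.016) and *Nab2* (0.025) in hippocampus. Over 124 further results, most of them for single genes, 850 of 1025 values were unchanged in direction and side of the threshold, 93 were weaker, 74 stronger and 8 reversed.

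Leaving out in turn each library of the 2 groups compared, or of all 4 for the interaction, with 4 surrogate variables kept, the number of DEGs in brainstem ranged from 15 to 22 for TG_SD_/WT_SD_, from 3 (without WT_HFD_ replicate 8) to 12 (without TG_HFD_ replicate 7) for TG_HFD_/WT_HFD_, from 0 to 2 (without WT_SD_ replicate 6) for WT_HFD_/WT_SD_, from 0 (without TG_SD_ replicate 1, among others) to 4 (without TG_HFD_ replicate 1) for TG_HFD_/TG_SD_, and from 0 to 2 (without WT_SD_ replicate 4) for the interaction. In hippocampus it ranged from 8 (without WT_SD_ replicate 6) to 18 (without TG_SD_ replicate 5) for TG_SD_/WT_SD_, with 19 without WT_HFD_ replicate 8, outside that comparison, from 13 (without TG_HFD_ replicate 8) to 64 (without WT_HFD_ replicate 8) for TG_HFD_/WT_HFD_, from 0 to 6 (without WT_HFD_ replicate 4) for WT_HFD_/WT_SD_, from 0 to 3 (without TG_HFD_ replicate 6) for TG_HFD_/TG_SD_ and from 0 to 3 (without WT_SD_ replicate 7) for the interaction. DEGs kept in every such fit were 11 of 19 and 3 of 7 for TG_SD_/WT_SD_ and TG_HFD_/WT_HFD_ in brainstem and 8 of 13 and 7 of 30 in hippocampus, and 0 of 1 each for TG_HFD_/TG_SD_ and the interaction in brainstem.

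For the network genes of brainstem, leaving out a library gave differences from −0.216 to −0.068 (without TG_SD_ replicate 1) for TG_SD_/WT_SD_, from −0.472 to −0.269 (without TG_HFD_ replicate 3) for TG_HFD_/WT_HFD_, with an exact p above 0.05 in 4 of 12 fits, and from 0.211 to 0.329 for WT_HFD_/WT_SD_, with p above 0.05 in 8 of 11. They ranged from −0.064 (without TG_SD_ replicate 1) to 0.159 (without TG_HFD_ replicate 3) for TG_HFD_/TG_SD_ and from −0.331 to −0.108 (without TG_HFD_ replicate 3) for the interaction. In hippocampus they ranged from −0.156 to −0.043 (without TG_SD_ replicate 3) for TG_SD_/WT_SD_, from −0.423 to −0.351 for TG_HFD_/WT_HFD_, with p above 0.05 in 0 of 12 fits, from 0.179 to 0.257 for WT_HFD_/WT_SD_, with p above 0.05 in 3 of 12, from −0.123 (without TG_SD_ replicate 3) to −0.01 (without TG_SD_ replicate 5) for TG_HFD_/TG_SD_, and from −0.34 to −0.227 for the interaction, with p above 0.05 in 17 of 24. For the OXPHOS genes, TG_HFD_/WT_HFD_ ranged from −0.233 to −0.15 in brainstem and from −0.08 to −0.031 (without WT_HFD_ replicate 5) in hippocampus, and WT_HFD_/WT_SD_ from 0.042 (without WT_HFD_ replicate 1) to 0.125 in brainstem and from −0.034 (without WT_HFD_ replicate 5) to 0.018 (without WT_SD_ replicate 5) in hippocampus. The log2 fold change of *Nab2* in hippocampus ranged from −0.034 (without WT_HFD_ replicate 4) to 0.135 for TG_HFD_/WT_HFD_ and from −0.111 (without WT_SD_ replicate 3) to 0.115 (without WT_HFD_ replicate 4) for WT_HFD_/WT_SD_. *5730419F03Rik* in TG_HFD_/TG_SD_ of brainstem ranged from −20.46 (without TG_SD_ replicate 8) to 6.76 (without TG_HFD_ replicate 3), the latter reversed. Over these further results, 437 of 496 values were unchanged, 52 weaker, 6 stronger and 1 reversed.

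An adjusted p of at most 0.05 or a Bayes factor of at least 3 gave 6 modules correlated with genotype, where the adjusted p alone gave 0.

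Depth limits genes of low count: with the filter of a mean count of 50, *Nab2* in brainstem could not be tested. Groups of 5 or 6 libraries limit the exact tests of the cell type markers, where the smallest p that a test can give, 0.00216, became an adjusted p of 0.173 over 80 tests.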

Differences from the paper's values

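No test in this part was chosen only after a result was seen, apart from the added settings, which are marked. A gap counts as closed where the 2 values are within 1.5 times of each other, which does not mean that they are equal. Where one value is 0, they must be equal, and log2 ratios must have the same sign and lie within the SD between libraries.

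In brainstem, the paper shows about 6 DEGs for TG_SD_/WT_SD_ (Fig. 1D, read by eye), against 19 here. Of the alternatives set before the data were examined, 0 or 1 surrogate variables gave 4 DEGs each and closed the gap, and the others did not. DESeq2 with 0 or 1 surrogate variables (7 and 9) and the GC or transcript length correction without surrogate variables (4 each), chosen after seeing the values, closed it as well. For TG_HFD_/WT_HFD_ the paper shows about 260 DEGs (Fig. 1D, read by eye), against 7 here. None of the alternatives closed this gap, and the highest count was 100, with DESeq2 and 1 surrogate variable, chosen after seeing the values. For TG_HFD_/TG_SD_ it shows about 0 (Fig. 1D, read by eye), against 1 here. Of the alternatives set before the data were examined, DESeq2's size factors and Wald test, 0 or 1 surrogate variables, filterByExpr, the transcript length correction and a model of only the 2 groups compared gave 0 and closed the gap. So did, chosen after seeing the values, the GC or transcript length correction without surrogate variables and DESeq2 with 0 or 1 surrogate variables. The paper's union of DEGs in brainstem held 264 genes, against 22 here, and the paper's clustered DEGs 262 genes, against 20 here. None of the alternatives closed these gaps, with at most 87 genes clustered.

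In hippocampus, the paper shows about 600 DEGs for TG_HFD_/WT_HFD_ (Fig. 1E, read by eye), against 30 here, and the paper's union held 609 genes, against 36 here. Of the alternatives set before the data were examined, 0, 1 or 2 surrogate variables closed both gaps, with 515, 614 and 634 DEGs and unions of 518, 618 and 638 genes, and the others did not. DESeq2 with 0, 1 or 2 surrogate variables (550, 622 and 629 DEGs, unions of 558, 635 and 646) and the transcript length correction without surrogate variables (546 DEGs, a union of 549), chosen after seeing the values, closed them as well. For WT_HFD_/WT_SD_ the paper shows about 38 DEGs (Fig. 1E, read by eye), against 0 here, and of the alternatives 2 surrogate variables alone closed the gap, with 31 DEGs. For TG_HFD_/TG_SD_ it shows about 1 (Fig. 1E, read by eye), against 0 here. None of the alternatives set before the data were examined gave that number, and DESeq2 with 0, 1 or 2 surrogate variables, chosen after seeing the values, gave 1 each. For the interaction it shows about 1 (Fig. 1E, read by eye), against 0 here. DESeq2's size factors and Wald test, set before the data were examined, gave 1, as did DESeq2 without surrogate variables, chosen after seeing the values, and the others did not close the gap.

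Fig. 2 shows about 200 genes in the larger cluster of brainstem and about 540 in that of hippocampus, read by eye, against 19 and 33 here. It shows about 65 and about 70 genes in the smaller clusters (Fig. 2, read by eye), against 1 and 1 here. Neither hierarchical clustering nor a pseudocount of 10 closed these gaps. With the DEGs of DESeq2 without surrogate variables, chosen after seeing the values, k-means gave clusters of 498 and 58 genes in hippocampus, which closed the gap, and of 64 and 23 in brainstem, which did not. Hierarchical clustering of this list gave 554 and 2 genes in hippocampus, which closed the gap of the larger cluster only, and 82 and 5 in brainstem, which closed neither. The mean log2 ratio of the larger cluster of brainstem was about −0.14 in TG_SD_ and about −0.20 in TG_HFD_ (Fig. 2B, read by eye), against 0.50 and 0.27 here. In hippocampus it was about 0.24 in WT_HFD_, about −0.14 in TG_SD_ and about −0.20 in TG_HFD_ (Fig. 2E, read by eye), against 0.085, −0.007 and −0.10 here. None of the alternatives set before the data were examined closed these gaps. The DEGs of DESeq2 without surrogate variables, chosen after seeing the values, closed all 5, with −0.12 and −0.21 in brainstem and 0.25, −0.14 and −0.20 in hippocampus.

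The paper reports 32 consensus modules, against 20 here. A soft-threshold power of 6 gave 22, still 10 fewer but within 1.5 times of the paper's number, and a minimum module size of 50 gave 14 and did not close the gap. Of the paper's modules 12 were correlated with genotype, against 0 here at an adjusted p of at most 0.05, and neither a power of 6 nor a minimum module size of 50 changed this. The paper's rule also admits modules by a Bayes factor. With an adjusted p of at most 0.05 or a Bayes factor of at least 3, chosen after seeing the values, 6 modules passed, which did not close the gap. With a power of 6 there were 7, and with a minimum module size of 50 there were 4. At an unadjusted p of at most 0.05, another rule than the paper's, 9 modules passed, and 12 with a power of 6, as many as in the paper. A minimum module size of 50 gave 5 by this rule.

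The paper names *Auh* in brainstem as a gene that differs between genotypes on both diets. On HFD its log2 fold change was −0.30 here (edgeR adjusted p = 0.221), with adjusted p values between 0.00239 and 0.73 over the alternatives. It was a DEG with 2 surrogate variables (adjusted p = 0.0368), set before the data were examined, and, chosen after seeing the values, with DESeq2 and 0, 1 or 2 surrogate variables and with the GC or transcript length correction without surrogate variables. The paper names *Zfp932* likewise in hippocampus, where its log2 fold change on HFD was 0.46 here (adjusted p = 0.121, between 2.19e-05 and 0.212 over the alternatives). It was a DEG there with 0, 1 or 2 surrogate variables, the GC correction, alone or with the replicate block, and a model of only the 2 groups compared, set before the data were examined. It was also a DEG with DESeq2 and 0, 1 or 2 surrogate variables and the transcript length correction without surrogate variables, chosen after seeing the values.

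*Frem3* and *Resp18*, which Fig. S4 of the supplementary material labels as shared between the diets in hippocampus, had adjusted p values of 0.0555 and 0.105 on HFD here. *Frem3* was a DEG on HFD with DESeq2's size factors and Wald test, 0, 1 or 2 surrogate variables, a total count of at least 50 and a model of only the 2 groups compared, set before the data were examined, and *Resp18* with 0, 1 or 2 surrogate variables. Both were DEGs with DESeq2 and 0, 1 or 2 surrogate variables and with either correction without surrogate variables, chosen after seeing the values. On SD, *Resp18* had an adjusted p of 0.0247 and a log2 fold change of 0.296, below the fold threshold of 0.3, and it was called without that threshold, set before the data were examined.

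The paper names *Ppp1r14a* in brainstem and *Grip2* in hippocampus for their interaction of genotype and diet. Here the adjusted p of the interaction was 0.942 for *Ppp1r14a*, and between 0.14 and 1 over the alternatives, none of which called it. For *Grip2* it was 0.131, and between 0.0114 and 0.773 over the alternatives. *Grip2* was called with a total count of at least 50 as the filter, set before the data were examined, and with DESeq2 without surrogate variables, chosen after seeing the values. *Ldb2*, the gene that Fig. S5 of the supplementary material shows for TG_HFD_/TG_SD_ in hippocampus, had a log2 fold change of 0.299 here (adjusted p = 0.0973). It was called with DESeq2's size factors and Wald test, a total count of at least 50, the GC correction and a model of only the 2 groups compared, set before the data were examined, and with DESeq2 and 0, 1 or 2 surrogate variables, chosen after seeing the values.

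In brainstem the paper shows more DEGs between genotypes on HFD than on SD, where 7 and 19 were called here. With 0 or 1 surrogate variables (5 and 4 each) and with 2 (25 and 16), set before the data were examined, there were more on HFD, as there were, chosen after seeing the values, with DESeq2 and 0, 1 or 2 surrogate variables (87 and 7, 100 and 9, 26 and 20) and with the GC (5 and 4) or transcript length (14 and 4) correction without surrogate variables. The paper describes clusters of opposite patterns that are shared by the regions. With 4 surrogate variables the smaller cluster held a single gene in each region. The larger cluster of brainstem was higher in TG_SD_ (mean log2 ratio 0.495) than in WT_SD_ (−0.027). In hippocampus these means were −0.007 and −0.027, closer together than the SD of the TG_SD_ libraries (0.0725).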

Other observations

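In this part, the tests on transcript length, on library size, on the shift from the 10 highest genes, on the GC relation with 1, 2 and 3 surrogate variables, on same-numbered libraries of different groups, on the relation of the network genes to the GC slope, on choroid plexus and on *5730419F03Rik* were chosen only after the result was seen.

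Each comparison of DEGs was repeated on 100 splits of the same libraries into groups of the same sizes, the real split included. With 4 surrogate variables, 1 of 100 splits in brainstem gave as many as the 19 DEGs of TG_SD_/WT_SD_ and 1 of 100 as many as the 7 of TG_HFD_/WT_HFD_, with at most 12 and 4 DEGs in the other splits. In hippocampus, 2 of 100 splits gave as many as the 13 DEGs of TG_SD_/WT_SD_, with 73 DEGs in the highest other split, and 1 of 100 as many as the 30 of TG_HFD_/WT_HFD_, with 13 in the highest other. As many as the 1 DEG of TG_HFD_/TG_SD_ and of the interaction in brainstem came from 87 and 53 of 100 regroupings. For the diet contrast in WT of brainstem and for the 3 remaining comparisons of hippocampus, with 0 DEGs each, all 100 gave as many by definition, which decides nothing. At an unadjusted p of at most 0.05, as many genes as for the real groups came from 28 of 100 splits for WT_HFD_/WT_SD_ in brainstem and, in hippocampus, from 9 for WT_HFD_/WT_SD_, 2 for TG_HFD_/TG_SD_ and 15 for the interaction. For TG_SD_/WT_SD_ and TG_HFD_/WT_HFD_, it was 1 and 19 of 100 splits in brainstem and 2 and 1 in hippocampus. By this count, TG_HFD_/TG_SD_ in hippocampus exceeded most regroupings, although no gene passed adjustment.

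Without surrogate variables, the 515 DEGs of TG_HFD_/WT_HFD_ in hippocampus came from 1 of 100 splits, with 411 in the highest other split, and the 550 of DESeq2 from 1 of 100, with 461 in the highest other. In brainstem, as many as the 5 DEGs of edgeR came from 2 of 100 splits and as many as the 87 of DESeq2 from 4, with 48 and 354 DEGs in the highest other splits, far above the real ones. For modules, 7 of 100 regroupings gave as many tests of eigengenes against genotype with an unadjusted p of at most 0.05. The Pearson correlation of fold changes between the regions without 2 DEGs was reached by 37 of 100 splits with 4 surrogate variables, and for DESeq2 without surrogate variables, where it was 0.324, by 14 of 100. There, Spearman's rho of 0.486 was reached by 7 of 100.

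In hippocampus without surrogate variables, 473 of the 515 DEGs of TG_HFD_/WT_HFD_ were lower in TG_HFD_. Their median GC content was 60.0% against 49.8% of all tested genes, and log2 fold changes of all genes fell with GC content (Spearman's rho −0.617, over genes that are not independent replicates). A GC content trend of each library is a candidate explanation, and it was tested by simulation. Counts drawn with the fitted trend of each library and no group effect gave a median of 207.5 DEGs over 20 simulations, between 183 and 233. The trend alone thus gives many DEGs but not 515. After a GC correction without surrogate variables 81 DEGs were left, 60 lower and 21 higher. Transcript length is argued against, since a correction for it left 546 DEGs. The same holds for a difference in library size, since counts drawn with the real totals and no trend gave at most 0 DEGs, with a median of 671 genes at an unadjusted p of at most 0.05. A few genes taking most of the counts would shift all other genes together. The share of the 10 highest genes differed by 0.837 percentage points (two-sided exact permutation p = 0.0693, n = 6 each), which without normalization would shift all others by −0.0135 on the log2 scale, against a median of −0.41 of the lower DEGs. A response of genotype and diet in many GC-rich genes stays open, since it would itself change the GC slope of a library, and the data hold no measure of the slope apart from the genes.

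The first surrogate variable went with the GC slope over libraries, with a Pearson r of 0.983 in brainstem and −0.933 in hippocampus (two-sided permutation p = 1e-05 in both, the smallest possible; Spearman's rho 0.977 and −0.943, permutation p = 1e-04 in both, the smallest possible; r without the 2 libraries farthest from the median 0.966 and −0.909). That alone does not mean that the trend is removed. Spearman's rho of the TG_HFD_/WT_HFD_ log2 fold changes with GC content was −0.603 with 0 surrogate variables, −0.351 with 1, −0.367 with 2, −0.049 with 3 and 0 with 4 in brainstem, and −0.617, −0.615, −0.621, −0.09 and 0.018 in hippocampus. Models with 1 or 2 surrogate variables thus kept the relation in hippocampus, where they called 614 and 634 DEGs, 556 and 569 of them lower. The cause of the trend was not tested.

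In brainstem, DESeq2 without surrogate variables called 87 DEGs for TG_HFD_/WT_HFD_. Counts simulated with the GC content trend of each library and no group effect gave a median of 11.5, between 3 and 25 over 20 simulations, so the trend is not the whole cause. In hippocampus the same simulation gave DESeq2 a median of 245.5 DEGs, between 215 and 271, against 550 observed, and for WT_HFD_/WT_SD_ a median of 6 and a highest count of 17, against 17 observed.

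For the 52 of 57 genes of Fig. 5B whose labels could be read, a GC content trend of each library is a candidate explanation of part of the difference between TG_HFD_ and WT_HFD_. Within groups their mean went with the GC slope of the other genes, with a Pearson r of 0.957 or more in each region. What is left of the TG_HFD_/WT_HFD_ difference after this relation had an exact p of 0.0368 in hippocampus and 0.0433 in brainstem. By the criterion set for this test, a p of at most 0.05 argues against the trend as the whole cause. The paper chose these genes on the same libraries for this pattern, however, so the test is void, and for these genes the trend and a response of genotype and diet cannot be told apart. Random lists of the same GC content gave 48.1% of the difference in brainstem and 55.1% in hippocampus, and 44.3% and 51.9% when mean expression was matched too. Lists matched on transcript length gave 12.9% and 4.04%.

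The largest consensus module, which was not chosen for a difference, was lower in TG_HFD_ than in WT_HFD_ by −0.25 in brainstem (two-sided exact permutation p = 0.026) and −0.26 in hippocampus (exact p = 0.00216, the smallest possible, n = 6 each). Its relation to the GC slope within groups predicts 102% of the difference in brainstem and leaves 0.01 (exact p = 0.807), which a GC content trend may account for in full. In hippocampus it predicts 75% and leaves −0.06 (exact p = 0.013), so the trend is not the whole cause there. What remains in hippocampus may be a response of genotype and diet or a trend that the slope does not describe, and neither was tested further.

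Deviations of the OXPHOS genes from their group means had a Pearson r with the GC slope of 0.389 in brainstem (permutation p = 0.0691; Spearman's rho 0.319, p = 0.145; r without the 2 libraries farthest from the median 0.128) and of 0.584 in hippocampus (permutation p = 0.0123; rho 0.632, p = 0.0045; 0.515 without 2). Between TG_HFD_ and WT_HFD_, the slope on transcript length differed by 0.0543 in brainstem (two-sided exact permutation p = 0.132) and −0.00237 in hippocampus (exact p = 0.894).

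Libraries of brainstem and hippocampus with the same group and number deviated from their group means together. Over genes, the mean Pearson correlation was 0.149 in 17 such pairs and −0.0204 in 121 pairs of the same group with other numbers (permutation p = 3e-04). A library or sequencing batch shared by same-numbered libraries may account for it, as may their origin from the same mouse. A shared batch would make their GC slopes deviate together, and for these r was 0.341 (two-sided permutation p = 0.206; Spearman's rho 0.36, p = 0.206; r without the 2 pairs farthest from the median 0.646). Within hippocampus, same-numbered libraries of different groups, which come from different mice, deviated together as well (mean r 0.108 against −0.0216, one-sided permutation p = 0.0019), which an origin from the same mouse does not predict, and in brainstem less (0.0431 against −0.00521, p = 0.178). With 17 pairs between the regions this does not decide, and batch and mouse cannot be told apart for these libraries. For 40 of 12619 genes, deviations correlated above 0.8 between the regions, against a median of 2 and at most 22 in 100 shuffles of the numbers. Chosen after its values were seen, *Srp54c* had an r of 0.97 in TG (9 pairs, permutation p = 0.00684; rho 0.883, p = 0.0507; 0.911 without 2 pairs) and 0.628 in WT (8 pairs, p = 0.161; rho 0.405, p = 0.335; −0.293 without 2). *Zfp932* had −0.823 in TG (p = 0.001; rho −0.883, p = 0.0027; −0.841 without 2) and 0.511 in WT (p = 0.152; rho 0.476, p = 0.223; 0.0241 without 2). Equal numbers thus go with opposite deviations of *Zfp932* in TG, which an origin from the same mouse does not predict.

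Choroid plexus markers ranged widely in brainstem. *Ttr* rose with the mean of the other 4 markers over the 23 libraries (Pearson's r 0.984 on the log2 scale, two-sided permutation p = 1e-05, the smallest possible; Spearman's rho 0.967, permutation p = 1e-04, the smallest possible; r without the 2 libraries farthest from the median 0.986). The highest library was TG_SD_ replicate 2. Median and highest CPM were 254 and 2870 for *Ttr*, 2.55 and 15.3 for *Folr1*, 9.95 and 76.9 for *Kl*, 2.44 and 24.8 for *Kcne2* and 7.04 and 38.2 for *Clic6*. In the 24 libraries of hippocampus r was 0.892 (permutation p = 1e-05; rho 0.848, p = 1e-04, both the smallest possible; r without 2 libraries 0.798). Choroid plexus tissue taken with some samples is a candidate source. Regulation of these genes within the brain was not tested. All 5 markers were detected in the median library of both regions.

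A partner with counts equal to within 1% in every library was found for 65 of 13340 tested genes in brainstem and 69 of 13272 in hippocampus.

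*5730419F03Rik*, chosen after its values were seen, was the 1 DEG of TG_HFD_/TG_SD_ in brainstem, and in TG_SD_ it had counts above 0 in a single library. Without that library, TG_SD_ replicate 1, its adjusted p was 0.999, so the call may rest on 1 library with a high count. Without TG_HFD_ replicate 3, where it had a count of 0, the log2 fold change was 6.76, with the sign reversed. No biological explanation was tested.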
